# p38-MAPK-mediated translation regulation during early blastocyst development is required for primitive endoderm differentiation in mice

**DOI:** 10.1038/s42003-021-02290-z

**Published:** 2021-06-25

**Authors:** Pablo Bora, Lenka Gahurova, Tomáš Mašek, Andrea Hauserova, David Potěšil, Denisa Jansova, Andrej Susor, Zbyněk Zdráhal, Anna Ajduk, Martin Pospíšek, Alexander W. Bruce

**Keywords:** Cell lineage, Stress signalling

## Abstract

Successful specification of the two mouse blastocyst inner cell mass (ICM) lineages (the primitive endoderm (PrE) and epiblast) is a prerequisite for continued development and requires active fibroblast growth factor 4 (FGF4) signaling. Previously, we identified a role for p38 mitogen-activated protein kinases (p38-MAPKs) during PrE differentiation, but the underlying mechanisms have remained unresolved. Here, we report an early blastocyst window of p38-MAPK activity that is required to regulate ribosome-related gene expression, rRNA precursor processing, polysome formation and protein translation. We show that p38-MAPK inhibition-induced PrE phenotypes can be partially rescued by activating the translational regulator mTOR. However, similar PrE phenotypes associated with extracellular signal-regulated kinase (ERK) pathway inhibition targeting active FGF4 signaling are not affected by mTOR activation. These data indicate a specific role for p38-MAPKs in providing a permissive translational environment during mouse blastocyst PrE differentiation that is distinct from classically reported FGF4-based mechanisms.

## Abstract (web summary)

Bora et al. show that an early blastocyst window of p38-MAPK activity regulates ribosome-related gene expression, rRNA precursor processing, polysome formation, and protein translation. This study suggests a distinct role of p38-MAPKs for providing a permissive translational environment during mouse blastocyst primitive endoderm differentiation.

## Introduction

During the preimplantation stage of mouse embryonic development, three blastocyst lineages emerge from two-cell fate decisions. The first decision involves spatial separation of an outer epithelium of extraembryonic and differentiating trophectoderm (TE) cells (precursors of the placenta) from a population of pluripotent inner cell mass (ICM) cells and is regulated by polarity-dependent differential Hippo pathway activation^1,2^. The second decision starts at approximately embryonic day (E) 3.25 and results in the specification and segregation of ICM cells between the pluripotent epiblast (EPI—contains the progenitor cells of the future fetus and resides deep in the ICM) and a second differentiating extraembryonic epithelium called the primitive endoderm (PrE—a polarized monolayer of superficial ICM contacting the fluid-filled cavity) by the late blastocyst (E4.5) stage^1^. Around the midpoint of blastocyst maturation (E4.0), the embryo no longer occupies a volume equivalent to that of the zygote and begins a process of nonlinear cavity expansion typified by pulsed expansions and contractions and eventual rupture of the encapsulating *zona pellucida* to permit uterine implantation (E4.5 onwards)^3^.

Mouse blastocyst ICM lineage formation is under the regulation of the fibroblast growth factor (FGF)-extracellular signal-regulated kinase (ERK) signaling axis and initiates from an uncommitted population of early ICM cells coexpressing both the pluripotency-related transcription factor NANOG and the PrE-related transcription factor GATA6. Accordingly, FGF4 derived from specifying EPI progenitors acts upon precursor PrE cell populations, most significantly via FGF-receptor 1 (FGFR1), to drive precursor PrE cell differentiation^4,5^. The binding of FGF4 to FGFR1 (and to a lesser extent FGFR2) activates the ERK pathway to cause downregulation of NANOG protein expression and enables GATA6 to initiate transcription of other PrE lineage-specific genes (e.g., *Sox17* and *Gata4*, as reviewed previously^1,2^). Concomitantly, GATA6 protein expression is downregulated in EPI progenitors, resulting in a spatially randomized pattern of mutually exclusive NANOG and GATA6 expression within the ICM by the mid-blastocyst stage (E4.0)^4–10^, termed the “salt & pepper” pattern of EPI and PrE progenitors^11^. This is then resolved by active cell movement, primarily mediated by migration of PrE-fated cells towards the cavity, and selective apoptosis to result in the defined ICM tissue layers of the late blastocyst (E4.5)^12,13^. Although homozygous *Fgf4* and combined *Fgfr1*-*Fgfr2* genetic knockouts can initiate coexpression of GATA6 and NANOG within nascent ICM nuclei, GATA6 expression is rapidly lost as the blastocyst matures (and all ICM cells solely express the EPI marker NANOG), underscoring the importance of the FGF-ERK signaling axis to PrE formation^4,5,7^. However, specified PrE survival is also dependent on platelet-derived growth factor (PDGF) signaling and activation of phosphoinositide 3-kinase (PI3K) and mechanistic target of rapamycin (mTOR)^14,15^, possibly in association with activated FGFR2^16^. Recently, ICM lineage-specific specification and spatial refinement have also been reported to correlate with blastocyst cavity expansion^13^, a process enabled by TE-mediated transport of water (via aquaporins), sodium ions (via sodium-potassium (Na^+^/K^+^) ATPases), and chloride ions (via apical Cl^−^ channels) and by promotion of sodium-hydrogen ion exchange^17–21^.

The members of the p38 family of mitogen-activated protein kinases (p38-MAPKs), comprising p38-α (MAPK14), p38-β (MAPK11), p38-γ (MAPK12/ERK6), and p38-δ (MAPK13/SAPK4), are widely studied stress-activated kinases implicated in inflammatory disease and development^22–24^. p38-MAPKs are known to be canonically activated by upstream mitogen-activated kinase kinases 3 and 6 (MAP2K3 and MAP2K6—reviewed here^22^). However, members of the FGFR family of ligand-receptor kinases are also reported to activate p38-MAPKs (reviewed here^25^), and specific *Fgfr2* gain-of-function mutations (*Fgfr2*^*+/Y394C*^ and *Fgfr2*^*+/P253R*^) correlate with increased phosphorylation and activation of p38-MAPKs^26,27^. Indeed, Beare-Stevenson cutis gyrata syndrome, a genetic human condition caused by paralogous *FGFR2* mutations, results in increased phosphoactivation of the FGFR2 effector substrate FRS2^26^, itself a known p38-MAPK (and ERK1/2) substrate (albeit in relation to FGF1-mediated signaling)^28,29^. p38-MAPKs are also reported to be phosphoactivated via FGFR3-mediated signaling cascades^30^, and FGFR3 is robustly expressed in late blastocyst (E4.5) PrE but not EPI cells^31^. Hence, the full functional roles of p38-MAPK activity are not necessarily limited to the classically studied canonical pathways.

In the context of early mouse development, *Mapk14* genetic knockout causes aberrant placental phenotypes, impaired oxygen and nutrient transfer, and embryonic lethality^32^. p38-MAPK pharmacological inhibition (p38-MAPKi) of in vitro-cultured 2-cell-stage embryos causes 8- to 16-cell-stage developmental arrest^33^, and inhibition post 16-cell stage is reported to result in failed TE differentiation and function^34,35^. Previously, we demonstrated that p38-MAPKi beginning at E3.5 (to avoid inhibiting TE specification) robustly impairs ICM differentiation towards PrE and results in late blastocyst (E4.5) embryos with increased numbers of uncommitted ICM cells (coexpressing NANOG and GATA6) but has minimal effects on EPI cell generation (defined by sole expression of NANOG). Additionally, we have reported that p38-MAPK mitigates amino acid (AA) depletion-induced oxidative stress, which is detrimental to the formation of both ICM cell lineages. However, the underlying molecular processes by which p38-MAPK activity affects ICM, specifically PrE, lineage formation, and the extent to which p38-MAPK is integrated within the existing framework of mechanistic knowledge remain largely unknown.

Using specific pharmacological-based interventions, we herein identified a minimum early mouse blastocyst window of p38-MAPK activity required for germane PrE differentiation. Employing (phospho-)proteomic and transcriptomic approaches to this window, we identified dysregulated protein translation as a major component of p38-MAPKi-induced PrE phenotypes. This dysregulation manifests as reductions in the expression of ribosome-related proteins, abnormal elevations in translation-related gene transcript levels, accumulation of unprocessed rRNA precursors, and impairment of polysome formation and protein translation. We also report that these p38-MAPKi-mediated PrE phenotypes can be partially reversed by activating the archetypal translational regulator mTOR but that a failed PrE differentiation phenotype associated with ERK pathway inhibition targeting active FGF signaling is not similarly reversed. Finally, we functionally assayed a list of candidate p38-MAPK effector proteins obtained via phosphoproteomic analyses of mouse blastocysts ±p38-MAPKi and identified MYBPP1A as a potential downstream p38-MAPK functional mediator of the PrE phenotypes described. Collectively, these data indicate a specific role for p38-MAPKs in providing a permissive translational environment that is compatible with PrE differentiation in the mouse blastocyst and is most likely distinct from classically reported FGF-based mechanisms of PrE derivation.

## Results

### Inhibition of p38-MAPK activity after E3.5 induces a PrE deficit and blastocyst cavity expansion defect

Previously, we identified the p38-MAPK function between E3.5 and E3.75 as necessary for normal PrE differentiation by E4.5^36^. However, we wanted to further refine this required window and to assay the p38-MAPK-associated PrE phenotypes in more detail. We, therefore, exposed blastocysts to just three hours (E3.5 + 4 to +7 hours (h)) of p38-MAPKi (20 μM SB220025^33,36,37^—dimethyl sulfoxide (DMSO) vehicle controls were also tested) and found that it was still sufficient to significantly impair PrE differentiation (Fig. 1b), albeit not as robustly as when p38-MAPKi was provided throughout the blastocyst maturation period (E3.5 to E4.5—Fig. 1c). We previously also observed that such extended p38-MAPKi seemed to cause reduced blastocyst sizes and cavity volumes, particularly in the absence of supplemented AAs^37^. We therefore directly quantified cavity volumes in our fixed embryo samples after p38-MAPKi from E3.5-E4.5 (Fig. 1d). We observed statistically significant smaller cavities after p38-MAPKi (3316 µm^2^) than in controls (6255 µm^2^), thus quantitatively confirming our previous observations^36,37^. Extending this analysis, we employed in vitro p38-MAPKi (E3.5-E4.5) blastocyst imaging to dynamically observe cavity formation (often used to report blastocyst viability in assisted reproductive technologies^38,39^). We found that p38-MAPKi blastocysts initially expanded and displayed pulse-like cavity volume oscillations akin to those of control blastocysts in the first three hours of culture (Fig. 1e and Supplementary Videos 1–6). However, the rate of expansion in p38-MAPKi blastocysts markedly slowed in the succeeding seven hours (expansion from an average equatorial area of 6254–7393 µm^2^) compared to controls (expansion from 6491 to 8769 µm^2^—Fig. 1e (hours 3–10)). The control blastocysts then continued expanding, albeit at a reduced rate (achieving an area of 9603 µm^2^ after 15 h), but the p38-MAPKi blastocysts did not expand (7642 µm^2^ – (Fig. 1e (hours 10–15))). From this point onwards (ending after 24 h and at E4.5), the control embryos continued the slower rate of expansion (reaching an average size of 10,807 µm^2^ after 22 hours of treatment), and 90.6% hatched from the *zona pellucida*; in contrast, the p38-MAPKi embryos remained unexpanded (averaging 7047 µm^2^ in size), and in 40.6% of cases, they failed to hatch and were often associated with cavity collapse (Fig. 1e and e (hours 15–22)).

**Fig. 1:**
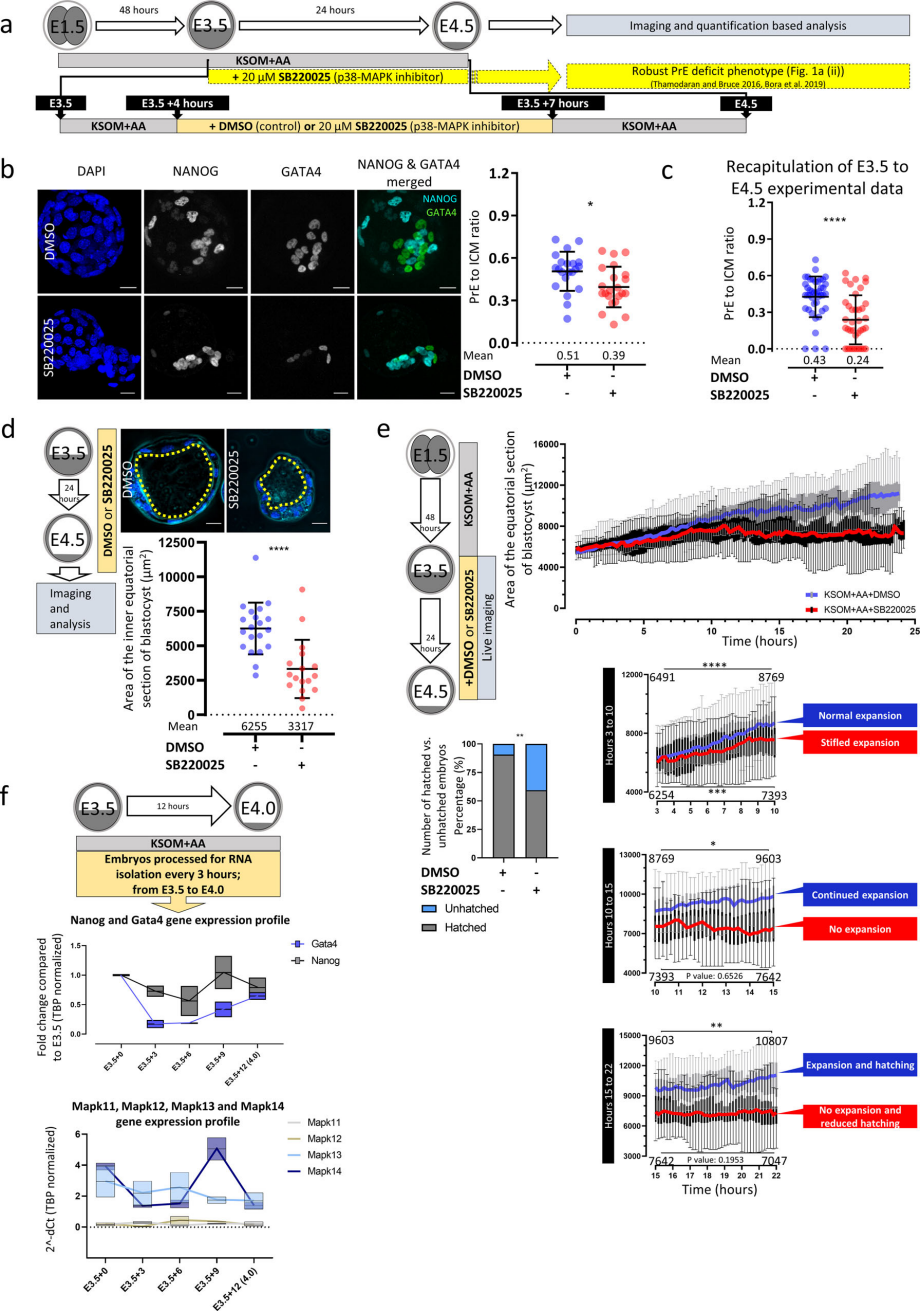
Temporal resolution and morphological effects of inhibiting p38-MAPK signaling in developing blastocysts. **a** Scheme illustrating the experimental protocol used to resolve the temporal nature of p38-MAPKi in the PrE deficit phenotype. The lineage markers NANOG and GATA4 denote EPI and PrE cells, respectively. **b** Quantification of the ratio of GATA4-positive PrE cells to total ICM cells in control (*n* = 21) and p38-MAPKi (*n* = 22) conditions from confocal images of E4.5 embryos transiently cultured with DMSO or SB220025 between E3.5 + 4 h and E3.5 + 7 h (right); the means and standard deviations are highlighted. Representative *z*-section blastocyst confocal microscopy projections are shown on the left (scale bars = 20 µm). **c** Quantification of the ratio of GATA4-positive PrE cells to total ICM cells in control (DMSO) (*n* = 42) and p38-MAPKi (SB220025) (*n* = 38) conditions for treatment between E3.5 and E4.5 (recapitulation of previously published observations^36,37^); the means and standard deviations are highlighted. **d** Quantification of the equatorial cavity areas (µm^2^) in fixed blastocysts cultured (E3.5-E4.5) in control (DMSO; *n* = 20) and p38-MAPKi (SB220025; *n* = 17) conditions. Representative confocal equatorial *z*-sections of each embryo group are shown, with the cavity circumference indicated (dashed yellow line) (upper panel scale bars = 20 µm). **e** Equatorial areas of control (DMSO; *n* = 32) and p38-MAPKi (SB220025; *n* = 32) blastocysts imaged in live culture from E3.5-E4.5. The sub-panels show segments of the recordings between 3 and 10 h, 10 and 15 h, and 15 and 22 h. The data are presented as box-and-whisker plots, with lines connecting the median points (blue for DMSO and red for SB220025). The numbers within the sub-panels are the mean equatorial areas. The bar graph denotes the percentages of hatching blastocysts observed at the end of the imaging period (E4.5). **f** qRT-PCR-derived expression levels (normalized to *Tbp*) of the ICM lineage markers *Nanog* and *Gata4* (upper) and the p38-MAPK paralogous genes *Mapk11-14* (lower) during early blastocyst maturation (at E3.5 + 0 h, E3.5 + 3 h, E3.5 + 6 h, E3.5 + 9 h, and E3.5 + 10 h). Data presented as box plots with the mean expression levels across the timeline expressed as line graphs.

We next assayed the mRNA levels of each p38-MAPK paralog (i.e*.*, *Mapk11*, *Mapk12*, *Mapk13,* and *Mapk14*, plus the ICM lineage markers *Nanog* and *Gata4*) during early blastocyst maturation in order to correlate the expression of these genes with the observed p38-MAPKi-sensitive period. The results revealed that *Mapk13* and *Mapk14* (encoding p38-δ and p38-α isoforms, respectively) were the only robustly expressed p38-MAPK transcripts in early blastocysts. Moreover, *Nanog* and *Gata4* mRNA levels increased when *Mapk14* transcript expression peaked between the assayed E3.5 + 6 h and E3.5 + 9 h time points (Fig. 1f). This period partly overlaps with the minimum window of p38-MAPKi sensitivity regarding PrE differentiation (Fig. 1b) and the transition from impaired to blocked cavity expansion (Fig. 1e). These data implicate the *Mapk14* gene as the prime phenotype-mediating candidate. However, they do not rule out the other paralogs, especially *Mapk13*, given that *Mapk14*-null embryos are recovered in normal Mendelian ratios until E10.5^32^, suggesting some level of functional redundancy and/or p38-MAPK maternal protein inheritance. Interestingly, *Mapk14* genetic knockout alone is embryonic lethal^32,40^ (unlike knockout of the three other paralogs^41,42^).

Collectively, these introductory data confirm that p38-MAPK(s) play a transient role during early blastocyst maturation, which subsequently ensures appropriate PrE differentiation and blastocyst cavity expansion. The most important period is between the third and tenth hours after E3.5 (but can be refined to a minimum 3-h window).

### p38-MAPK inhibition in developing blastocysts affects the translation machinery

To gain a molecular understanding of how p38-MAPK activity exerts its effect on PrE differentiation, we employed global analyses of (phospho-)proteomic changes induced by p38-MAPKi. Using mass spectrometry (MS)-based approach, we assayed the total proteomes and phosphoproteomes of cultured mouse blastocysts exposed to seven hours of p38-MAPKi (spanning the confirmed minimum developmental sensitive window—E3.5 + 2 to +9 h). We acknowledged that the output would comprise data from both TE and ICM lineages but reasoned that identification of differentially expressed (phospho-)proteins (between the p38-MAPKi and control conditions) might be able to provide important mechanistic insight and possibly (in the case of the phosphoproteome) identify direct p38-MAPK effector substrates. We detected 77 downregulated and 53 upregulated proteins associated with p38-MAPKi (Fig. 2c and Supplementary Data 1). Subsequent ontological analysis revealed that the only significantly enriched terms were directly related to “translation” or “ribosome assembly” (hereafter collectively referred to as “translation”—Fig. 2b and Supplementary Data 1), which together comprised 28 of the differentially expressed proteins (Fig. 2c). Of these, 23 were downregulated, and 5 were upregulated (Fig. 2c). Hence, p38-MAPKi during early blastocyst maturation dysregulates a specific cohort of translation-associated proteins, mostly resulting in their reduced expression.

**Fig. 2:**
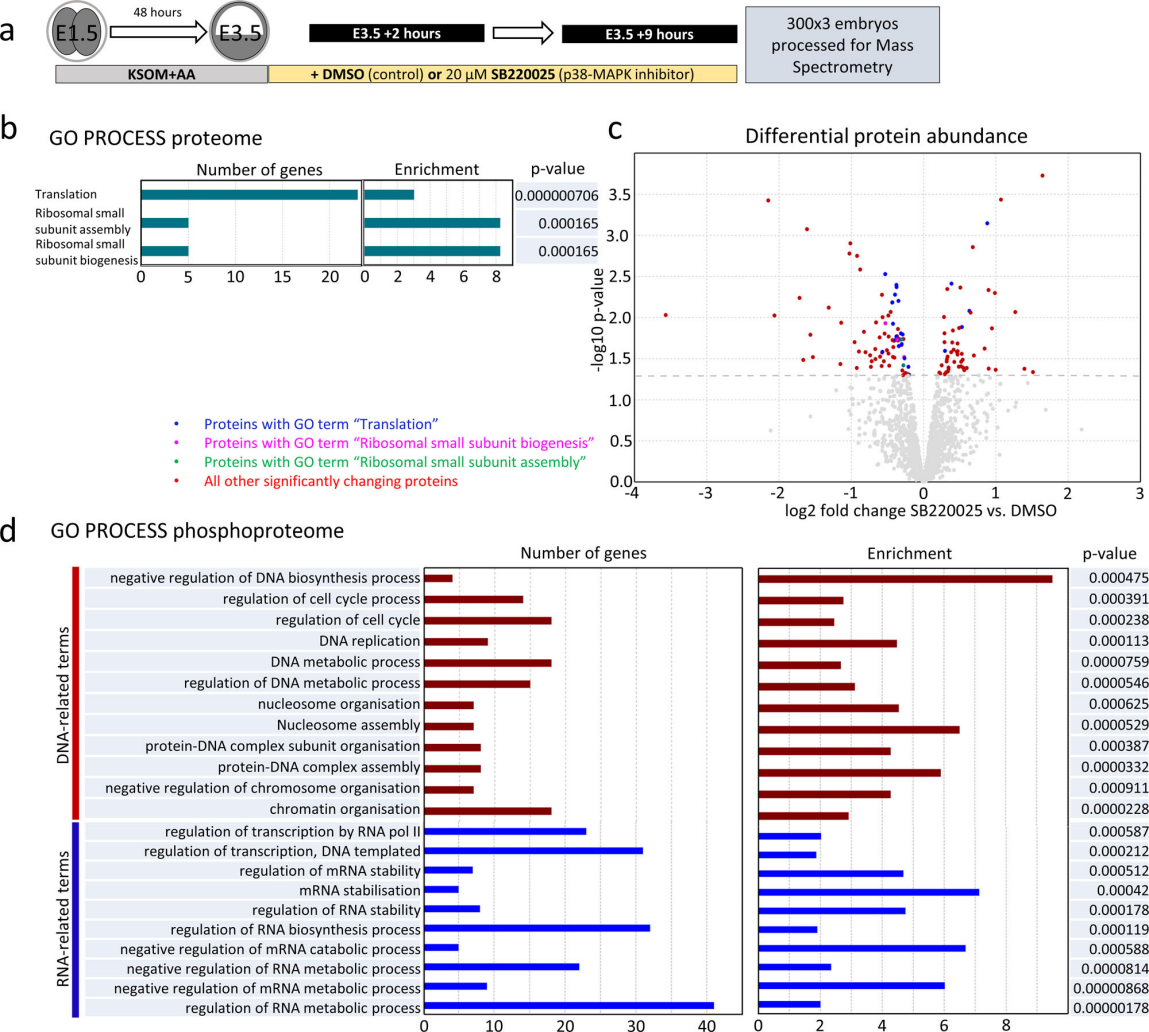
Proteomic and phosphoproteomic analyses of the effects of p38-MAPKi in developing blastocysts. **a** Experimental design of sample collection for control (DMSO; *n* = 3 (300 embryos per repeat)) and p38-MAPKi (SB220025; *n* = 3 (300 embryos per repeat)) blastocysts after 7 h of chemical exposure (at E3.5 + 9 h) prior to mass spectrometric analysis of the (phospho-)proteome (300 blastocysts per condition were tested in biological triplicates). **b** The most statistically significantly enriched GO terms for the differentially detected proteins between control and p38-MAPKi blastocysts. **c** Volcano plot of the detected differentially expressed proteins associated with p38-MAPKi. Proteins associated with the indicated enriched GO terms are highlighted in blue (translation), purple (ribosomal small subunit biogenesis), and green (ribosomal small subunit assembly) (note that there is overlap—see Supplementary Data 1); the proteins associated with other terms are in red, while the proteins that were not statistically significantly changed are in gray. **d** Statistically significantly enriched GO terms for the differentially detected phosphopeptides between control and p38-MAPKi blastocysts.

A similar investigation of acquired phosphoproteomic data revealed 156 significantly and differentially enriched phosphopeptides (exhibiting ≥ 1.5-fold differential abundance; 99 enhanced and 57 depleted). Collectively, these phosphopeptides represented 110 individual proteins and corresponded to 59 proteins with solely enhanced phosphorylation, 41 proteins with solely depleted phosphorylation, and 10 proteins with both enhanced and depleted levels of phosphorylation at distinct sites (detailed in later sections). Of the 51 identified proteins for which at least one depleted phosphopeptide was detected (6 proteins contained two distinct depleted phosphopeptides), we identified 14 listed in the *PhosphoSitePlus* database^43^ as confirmed or predicted p38-MAPK substrates (representing all four p38-MAPK isoforms in both human and mouse models—Supplementary Data 2). Twenty-four of the 57 depleted phosphopeptide sequences (42.1%) contained the consensus [S/T]P dipeptide phosphorylation motif typical of the proline-directed mitogen-activated kinase superfamily in general^44^ (Supplementary Data 2), suggesting that they may be direct p38-MAPK substrates. An ontological analysis of all the phosphoproteomic screen-identified genes (comprising enhanced and/or depleted phosphopeptides) revealed enrichment of RNA regulation and stability terms (Fig. 2d and Supplementary Data 1) that were consistent with translation-related terms identified for the general proteome (Fig. 2b). Collectively, these findings suggest that p38-MAPKi may impair general protein synthesis. We also noted terms related to cell cycle regulation, DNA replication, and chromatin modification (Fig. 2d and Supplementary Data 1), which was perhaps unsurprising given the known wide range of p38-MAPK effectors^23^.

To complement the (phospho-)proteomic analyses and provide an extra layer of mechanistic insight, we conducted transcriptomic analyses of p38-MAPKi-treated blastocysts at three different early blastocyst time points (E3.5 + 4 h, +7 h, and +10 h of p38-MAPKi—Fig. 3a). 

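The mRNA-Seq dataset comprised 12 libraries, each made from a pool of 30 blastocysts. At E3.5, blastocysts were moved into medium with DMSO (control) or with 20 µM SB220025, a small-molecule inhibitor of p38-MAPK (p38-MAPKi), and were collected 4, 7, or 10 h later, with 2 biological replicates for each of the 6 groups. Messenger RNA was selected by its poly(A) tail and sequenced from a single end. The authors trimmed the reads, mapped them to the GRCm38 mouse genome, counted them per gene in SeqMonk, and deposited the result as log2 RPKM (reads per kilobase of transcript, scaled to the depth of the library) for 34245 genes, with the replicates kept apart. A gene without a read was written as 0.9 of a read, so the lowest value differed between libraries. The lowest value of each library gave its depth. From the depths and transcript lengths, or a search over lengths, whole reads were recovered for 34244 of the genes. Transcript length here means the merged length of all annotated exons of a gene, or the length found by the search. It can exceed the length of any single transcript. In 12527 genes there was no read in any library. The control libraries had 17097675 and 18262011 reads at E3.5 + 4 h, 21112831 and 23352633 reads at E3.5 + 7 h, and 19039078 and 23287563 reads at E3.5 + 10 h. The p38-MAPKi libraries had 24337845 and 21618040 reads, 11242313 and 17435561 reads, and 22019720 and 24457312 reads at these time points. Replicate 1 of p38-MAPKi at E3.5 + 7 h had the fewest reads and also the fewest genes with at least 1 read, 14026 against 16368 to 17670 in the other libraries. The correlation of its log2 values with those of its replicate, across genes, was 0.924, against 0.969 to 0.981 for the other pairs of replicates.

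The log2 values were used as deposited, without a further pseudocount. For each time point, p38-MAPKi was compared with the control of the same time point by limma in a fit to these 4 libraries alone, over the genes with at least 1 RPKM in at least 2 of the 4. Benjamini-Hochberg adjusted p-values under 0.05 were taken as differential expression. The libraries held no spiked-in RNA, so each value is a share of its library and a change in the total amount of mRNA per blastocyst cannot be read from it. With 2 libraries per group, the direction of a gene was also counted as separated when both p38-MAPKi libraries lay on one side of both control libraries, which happens by chance for 33.3% of genes.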

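Between p38-MAPKi and control blastocysts, limma found 98 differentially expressed genes of 10781 tested at E3.5 + 4 h, of which 67 were higher and 31 lower after p38-MAPKi. At E3.5 + 7 h, 233 of 10940 genes were differentially expressed, 102 higher and 131 lower. At E3.5 + 10 h, 88 of 10959 genes were, 37 higher and 51 lower. The smallest adjusted p-value of limma was 0.0328 at E3.5 + 7 h and 0.0287 at E3.5 + 10 h, so a large part of these genes lay close to the threshold. The number at E3.5 + 7 h depended most on the processing. It was 0 when the trend of each library on transcript length was removed first (2456 genes had an unadjusted p under 0.05), and it was 2586 when the 12 libraries were fitted together, a fit that found 0 genes at E3.5 + 4 h (1211 at an unadjusted p under 0.05) and 0 at E3.5 + 10 h (611). A total of 387 genes were differentially expressed at any time point and 29 at more than 1, all 29 in the same direction. Of these, 19 were shared by E3.5 + 4 h and E3.5 + 7 h, 8 by E3.5 + 4 h and E3.5 + 10 h, and 8 by E3.5 + 7 h and E3.5 + 10 h. With each library centred on its median, no gene was shared, since 0 genes passed at E3.5 + 4 h (1070 at an unadjusted p under 0.05) and 0 at E3.5 + 7 h (3053).

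The genes differentially expressed at all 3 time points were Phlda3, Plk2, and Txnip, each higher after p38-MAPKi. Phlda3 (ENSMUSG00000041801.5; chromosome 1, 135766119 to 135769136, GRCm38) rose from 50.4 ± 4.79 to 101 ± 1.99 RPKM at E3.5 + 4 h (SD, n = 2; limma log2 fold change 1.01, standard error 0.200, adjusted p = 0.000234). Its log2 fold change was 1.07 at E3.5 + 7 h (limma, adjusted p = 0.0461) and 0.49 at E3.5 + 10 h (adjusted p = 0.0398). Plk2 (ENSMUSG00000021701.8; chromosome 13, 110395046 to 110400844) rose from 6.29 ± 0.704 to 16.0 ± 4.13 RPKM at E3.5 + 4 h (SD, n = 2; limma log2 fold change 1.33, standard error 0.224, adjusted p = 4.02e-06), with log2 fold changes of 0.86 and 0.85 at the later time points (limma, adjusted p = 0.0496 and 0.0400). Txnip (ENSMUSG00000038393.14; chromosome 3, 96557957 to 96561883) rose from 9.15 ± 4.79 to 15.8 ± 0.653 RPKM at E3.5 + 4 h (SD, n = 2; limma log2 fold change 0.89, standard error 0.220, adjusted p = 0.0106), from 11.7 ± 0.978 to 23.0 ± 1.98 RPKM at E3.5 + 7 h (log2 fold change 0.97), and from 18.4 ± 3.24 to 33.6 ± 0.117 RPKM at E3.5 + 10 h (log2 fold change 0.88). Each of these genes lost its call at E3.5 + 7 h under limma without the trend, median centring, quantile normalization, or no filter, and with the length or GC trend removed. The calls at E3.5 + 4 h were also lost with median centring, quantile normalization, no filter, or the 12 libraries in one fit. The same held there with the length or GC trend removed. Over the settings that did not pair replicates by number, limma's adjusted p at E3.5 + 4 h reached 0.701 for Plk2 and Phlda3. It reached 0.761 for Txnip.

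Among the genes expressed above the median whose libraries did not overlap, the largest rises at E3.5 + 4 h after Plk2 were those of Btg2 (log2 fold change 1.27), Ddit3 (1.23), Mvd (1.12), and Btbd19 (1.09). The largest falls were those of Lars2 (-1.51), Amotl2 (-1.23), Xist (-1.06), Trp53bp2 (-0.96), and Asns (-0.91). At this time point limma gave every gene the spread of the trend over mean expression, so the replicates of a single gene did not weigh in its test. Lars2 was called although its control libraries held 297 and 65.6 RPKM, against 44.0 and 54.2 RPKM after p38-MAPKi. At E3.5 + 7 h the largest rises were those of Rhox5 (1.62), Oxt (1.59), Atp5e (1.56), Rpl38 (1.51), and Mt1 (1.49), and among the largest falls were those of Amotl2 (-1.65), Zfp568 (-1.56), Wnk2 (-1.48), and Cyp4f39 (-1.47). At E3.5 + 10 h they were those of Ttll6 (1.05), Pidd1 (0.93), Txnip, Nat6 (0.88), and Plk2 on one side and of Uchl1 (-1.73), Srxn1 (-0.94), Dnajb9 (-0.90), Gabarapl1 (-0.84), and Midn (-0.81) on the other.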

We detected 34 differentially expressed transcripts at the +4 h time-point, 1240 at the +7 h time-point, and 480 at the +10 h time-point in the treated blastocysts compared to the control blastocysts; only 10 differentially expressed mRNAs overlapped all three inhibition regimes (Fig. 3b and Supplementary Data 1). These data indicated the occurrence of large changes in the p38-MAPK-regulated transcriptome that are maximally centered around the E3.5 + 7 h time-point (Fig. 3b and Supplementary Data 1), specifically a cohort of differentially expressed transcripts comprising both upregulated and downregulated genes (Supplementary Data 1). 

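Without adjustment, 1016 genes (9.42%) had a limma p under 0.05 at E3.5 + 4 h, 3102 (28.4%) at E3.5 + 7 h, and 2172 (19.8%) at E3.5 + 10 h, where chance gives 539, 547, and 548. The p-values of genes within a time point are not independent of each other, so these numbers describe the libraries. The p38-MAPKi libraries lay on one side of the control libraries for 40.4% of genes at E3.5 + 4 h (2885 above and 1472 below), for 61.7% at E3.5 + 7 h (2516 above and 4236 below), and for 52.2% at E3.5 + 10 h (2475 above and 3246 below). The median size of the log2 fold change was 0.21, 0.38, and 0.14, and 186, 995, and 164 genes changed at least 1 on the log2 scale. The median of all log2 fold changes at E3.5 + 7 h was -0.14, so values at this time point are relative to a small general shift, which became 0.05 with median centring, -0.04 with quantile normalization, and 0.01 and -0.01 with the length and the GC trend removed. The replicates also differed most at this time point. The spread between replicates was taken as the standard deviation across genes of their log2 difference, scaled to a single library. It was 0.25, 0.30, and 0.22 in the control and 0.33, 0.50, and 0.23 after p38-MAPKi.

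Whether the change was larger at E3.5 + 7 h than at E3.5 + 4 h was tested on the difference itself in the 8 libraries of both time points. Of 11311 genes, 1 passed in limma's interaction test, Hist1h2ak, and 772 had an unadjusted p under 0.05. Of these 772, 225 had a higher and 547 a lower change at E3.5 + 7 h, a balance that depended on the scaling. It was 417 and 185 with median centring and 430 and 250 with the length trend removed, settings chosen after seeing the data. Hist1h2ak, named after its values were seen, had log2 fold changes of -2.38 at E3.5 + 4 h and 3.12 at E3.5 + 7 h. Replication-dependent histones were high in replicate 1 of the control at E3.5 + 4 h. Their median log2 deviation from the mean of the 12 libraries was 0.681 there, against -0.000718 in replicate 2. A single library may therefore contribute to the result for Hist1h2ak, which was not tested. With all 12 libraries in the fit, 0 genes passed (1408 at an unadjusted p under 0.05). Of the 233 genes differentially expressed at E3.5 + 7 h, 132 had an unadjusted p under 0.05 in this test. Across 10592 genes the changes at E3.5 + 4 h and E3.5 + 7 h, which share no library, had a Spearman rho of 0.600 (0.523 with the length trend removed), against 0.134 for E3.5 + 4 h and E3.5 + 10 h and 0.105 for E3.5 + 7 h and E3.5 + 10 h. These correlations run across genes, which are not independent replicates.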

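The 233 genes differentially expressed at E3.5 + 7 h were sorted by their course over the time points. Class I comprised the genes that were lower at E3.5 + 7 h, class II those that were higher with a log2 fold change at E3.5 + 10 h of at least 0.5 times that at E3.5 + 7 h, and class III the other higher genes. Class I held 131 genes, class II 9 genes, and class III 93 genes. Hierarchical clustering of the mean-centred group means (correlation distance, average linkage) into 3 groups gave 131, 3, and 99 genes, so 7 of the genes of class II fell among those of class III, and the group of 3 genes held Plk2 and Txnip of class II and the predicted gene Gm44693 of class III. Its median log2 fold changes were 1.33, 0.97, and 0.85 at the successive time points. With each library of E3.5 + 7 h or E3.5 + 10 h left out in turn, class II held between 8 and 12 genes and class III between 90 and 94. The genes were chosen on the libraries of E3.5 + 7 h, so their size at that time point is inflated by the selection, whereas the libraries of E3.5 + 4 h had no part in it.

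**Figure D1:**
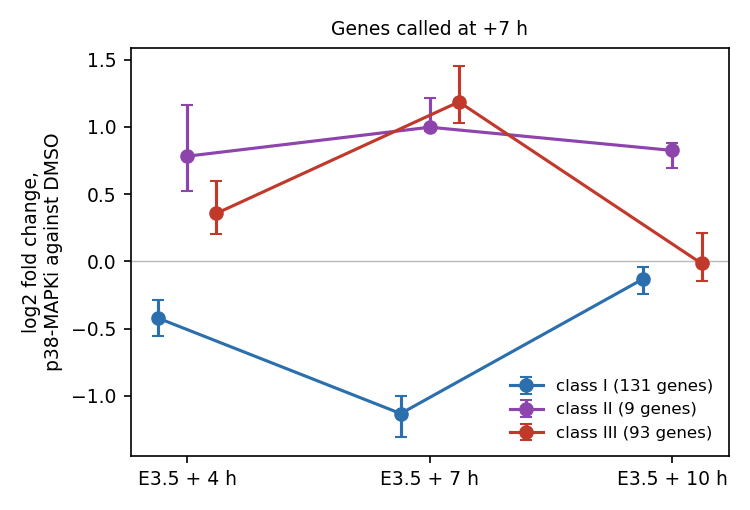
Median log2 fold change of p38-MAPKi against control (vertical axis) at E3.5 + 4 h, + 7 h, and + 10 h (horizontal axis) for the genes of classes I (131), II (9), and III (93), with error bars from the lower to the upper quartile of the genes. Class I reaches -1.13 and class III 1.19 at E3.5 + 7 h, both classes lie within 0.13 of 0 at E3.5 + 10 h, and class II lies at 0.82 there.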

Hierarchical clustering of this gene cohort across all assayed treatments and time points identified three clusters of coregulated genes (Fig. 3c—a similar clustering of differentially regulated genes at E3.5 + 4 h and E3.5 + 10 h is described in Supplementary Fig. 1a, b and Supplementary Data 1). Cluster I represents transcripts that were downregulated after p38-MAPKi at the E3.5 + 4 h time point, were maximally repressed at E3.5 + 7 h but returned to levels equivalent to the control levels by E3.5 + 10 h. 

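The 131 genes of class I had a median log2 fold change of -0.42 at E3.5 + 4 h (quartiles -0.56 and -0.29), -1.13 at E3.5 + 7 h, and -0.13 at E3.5 + 10 h (quartiles -0.25 and -0.04). At E3.5 + 4 h, 129 of them (98.5%) were lower after p38-MAPKi, and at E3.5 + 10 h, 108 (82.4%) were. In 5 of these, Slc20a1, Mypop, Ctgf, Socs1, and Impact, named after their values were seen, the change at E3.5 + 10 h was at least 0.5 times that at E3.5 + 7 h. The median merged exon length of these genes was 6357 bases. Amotl2 (ENSMUSG00000032531.15; chromosome 9, 102716672 to 102733418, GRCm38) fell from 25.2 ± 0.694 RPKM in the control to 8.09 ± 1.38 RPKM after p38-MAPKi at E3.5 + 7 h (SD, n = 2; limma standard error 0.197, adjusted p = 0.0328). It held 29.0 ± 2.64 and 22.3 ± 1.15 RPKM at E3.5 + 10 h (SD, n = 2), a log2 fold change of -0.38 (limma, adjusted p = 0.0978).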

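The 93 genes of class III, which were higher after p38-MAPKi at E3.5 + 7 h, had a median log2 fold change of 0.36 at E3.5 + 4 h (quartiles 0.20 and 0.60), 1.19 at E3.5 + 7 h, and -0.02 at E3.5 + 10 h (quartiles -0.15 and 0.21). Of these, 86 (92.5%) were higher at E3.5 + 4 h and 45 (48.4%) at E3.5 + 10 h. Since the class excludes genes that stayed high at E3.5 + 10 h, that value is partly set by its definition. Taken with class II, all 102 genes that were higher at E3.5 + 7 h had a median log2 fold change of 0.03 at E3.5 + 10 h. In the settings that found a larger number of genes at E3.5 + 7 h, from 348 to 2586, the median at E3.5 + 10 h lay between -0.05 and 0.01 for the higher genes and between -0.12 and -0.07 for the lower genes. The genes of class III were short, with a median merged exon length of 1308 bases.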

The transcripts in cluster III demonstrated a similar but inverted trend. Namely, at E3.5 + 4 h, p38-MAPKi initiated an increase in transcript expression that peaked by E3.5 + 7 h, but the expression returned to control levels by E3.5 + 10 h. 

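The 9 genes of class II included Txnip, Mlxipl, Rtkn, Sct, Pomc, Plk2, Mymx, and Fgfbp3. Their median log2 fold change was 0.78 at E3.5 + 4 h, 1.00 at E3.5 + 7 h, and 0.82 at E3.5 + 10 h, and all 9 were higher after p38-MAPKi at each of these time points. The part at E3.5 + 10 h follows from the definition of the class, the part at E3.5 + 4 h does not. Their median merged exon length was 2958 bases.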

Cluster II comprised similarly enhanced transcripts but was distinguished from cluster III in that its transcripts did not return to control levels by E3.5 + 10 h (for individual genes from all three clusters in Fig. 3c see Supplementary Data 1). Thus, p38-MAPKi caused large-scale transcriptomic changes that peaked at the E3.5 + 7 h time point and (with the exception of the enhanced gene transcripts of cluster II) largely returned to levels observed in control blastocysts by the E3.5 + 10 h time point via compensation. 

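The difference between the changes at E3.5 + 7 h and E3.5 + 10 h was tested in the 8 libraries of both time points. Of 11400 genes, 1 passed in limma's interaction test, AC139579.1, whose log2 fold change was -2.02 at E3.5 + 7 h and 0.32 at E3.5 + 10 h and which was named after its values were seen. With median centring 0 genes passed (2907 at an unadjusted p under 0.05). Before adjustment, 2995 genes had a p under 0.05, 1185 with a higher and 1810 with a lower change at E3.5 + 7 h. This balance was the reverse with median centring (1904 higher and 1003 lower) and with the length trend removed (1270 and 947). Both settings were chosen for this test after seeing the data. Among the 233 genes differentially expressed at E3.5 + 7 h, 217 had a p under 0.05 before adjustment. The median difference among the 233 was 1.13 for the higher genes and -0.99 for the lower genes, against -0.15 for all genes. Because these genes were chosen on the E3.5 + 7 h libraries, part of this difference comes from the selection. The number of differentially expressed genes fell from 233 to 88 between these time points in the fits per time point, and it was 947 and 166 when only genes with at least 10 RPKM in at least 2 libraries were tested. It also fell with a pseudocount of 0.1 (348 and 100) or 5 (647 and 85), at a threshold of 0.1 (1673 and 516), with the 12 libraries in one fit (2586 and 0, the latter with 611 at an unadjusted p under 0.05), and, a setting chosen after seeing the data, with voom on the recovered reads (1263 and 475). The order was the reverse under other settings, with 12 and 103 genes after quantile normalization, 0 and 89 after median centring, 0 and 110 with the length trend removed, 0 and 114 with the GC trend removed, and 0 and 9 with limma without the trend. In those with 0 genes at E3.5 + 7 h, between 2456 and 3053 genes had an unadjusted p under 0.05 at that time point, against between 1865 and 2221 at E3.5 + 10 h. From the number of differentially expressed transcripts at each time point and from the return of clusters I and III to control levels, with cluster II as the exception, the paper concludes that the changes peaked at E3.5 + 7 h and were largely compensated by E3.5 + 10 h (Fig. 3b, c).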

Notwithstanding such compensation, it is important to recall that p38-MAPKi throughout this same period (or in the identified minimum window) is sufficient to ultimately impair PrE differentiation (Fig. 1 and previous publications^36,37^), potentially due to impaired mRNA translation (see below). 

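The control libraries of different time points were compared with each other by limma in the same way. From E3.5 + 4 h to E3.5 + 7 h, 53 of 10776 genes changed (31 higher and 22 lower at the later time point), from E3.5 + 7 h to E3.5 + 10 h 6 of 10873 genes, all higher, and from E3.5 + 4 h to E3.5 + 10 h 51 of 10825 genes (47 higher, and Stmn3, Cited1, Gm26917, and AC170597.1, named after their values were seen, lower). Of the genes differentially expressed after p38-MAPKi at E3.5 + 7 h, 3 of 228 tested changed in the first of these comparisons (28 had an unadjusted p under 0.05), 0 of 229 in the second (20), and 3 of 229 in the third (69). Named after their values were seen, these were Plk2, Fgfbp3, and Gm28038 in the first comparison and Atp12a, Cited1, and Msn in the third. In a single fit over the 6 control libraries the numbers were 1, 6, and 14 genes. The 53 genes of the first comparison included Gm42418, Lars2, and Hist1h2ak, named after their values were seen. Replicate 1 of the control at E3.5 + 4 h held 4.64% of its reads on Gm42418, against 0.690% in replicate 2. Lars2 held 297 and 65.6 RPKM in these libraries. A single library may thus account for part of the 53, which was not tested. The median log2 fold change of all genes was 0.11, 0.02, and 0.14 in the successive comparisons. The balance from E3.5 + 4 h to E3.5 + 10 h depended on the scaling. With median centring 25 genes were higher and 12 lower, and with the length trend removed 28 and 15. At an unadjusted p under 0.05, 1424 were higher and 222 lower in the main fit. These numbers were 795 and 1032 with median centring and 712 and 1114 with the length trend removed. Both settings were chosen after seeing the data.

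The control libraries of E3.5 + 7 h enter both the change over time and the change after p38-MAPKi, so chance alone ties these changes together. In 20 simulated draws without any change, the Spearman rho across genes was -0.468 between the p38-MAPKi effect at E3.5 + 7 h and the change of the control from E3.5 + 4 h, and 0.467 for the change of the control to E3.5 + 10 h. The observed values were -0.215 and -0.0863. In the same draws, the 233 genes with the smallest limma p for p38-MAPKi at E3.5 + 7 h were taken, whether or not they passed. On average 1.1 of them passed between control time points. This is therefore no chance rate for called genes.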

Interestingly, we did not observe statistically significant mRNA expression changes of the same differentially regulated genes among the three control conditions (+DMSO at E3.5 + 4 h, +7 h, and +10 h), indicating these genes are not normally subject to dynamic regulation during this period. 

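Gene Ontology annotation was not used here, and fixed lists of genes were tested in its place with camera, which asks whether the genes of a list rank above or below the other genes in the limma comparison. Over 18 lists at 3 time points, 31 of the 54 tests had an adjusted p under 0.05. This count rests on the preset correlation of 0.01 between genes of a list. With the correlation estimated from the libraries, 0 tests passed (0 at an unadjusted p under 0.05), and in fry, which takes it from the residuals, 0 passed (9 at an unadjusted p under 0.05). Against 10000 random lists of genes matched on transcript length and mean expression, 18 tests passed.

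The 78 genes of the mitochondrial ribosome had a median log2 fold change of 0.35 at E3.5 + 7 h, and 72 of them were higher after p38-MAPKi (limma's camera, adjusted p = 1.32e-12). Without control replicate 2 this median was 0.19. With limma, 1 of these genes passed over all genes, Mrpl52, and 13 passed when adjusted over the list alone. The 47 translation factors had a median of 0.06, with 26 higher and 18 separated upward against 11 downward (limma's camera, adjusted p = 0.0384), which did not pass against matched lists (permutation test, adjusted p = 0.668). With quantile normalization their median was -0.08 and without p38-MAPKi replicate 2 it was -0.01. For the 70 genes of ribosome biogenesis the median was -0.10 (limma's camera, adjusted p = 0.657), but 0.09 with median centring, 0.06 with the length trend removed, and 0.05 with the GC trend removed, and between -0.18 and -0.03 with a library left out. The 21 aminoacyl-tRNA synthetases had a median of -0.14, with 4 higher (limma's camera, adjusted p = 0.324), which became 0.06 with median centring, 0.03 with the length trend removed, and -0.22 without p38-MAPKi replicate 2. With limma, 0 translation factors passed (13 at an unadjusted p under 0.05; 0 adjusted over the list alone), 0 genes of ribosome biogenesis passed (16; 0 adjusted over the list alone), and 1 tRNA synthetase passed, Iars, which was lower (1 adjusted over the list alone). Mrpl52 and Iars are named after their values were seen.

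The change at E3.5 + 7 h depended on transcript length. Across 10939 genes its Spearman rho with length was -0.461, against -0.365 at E3.5 + 4 h and 0.0607 at E3.5 + 10 h. The 20% of genes with the shortest merged exons, up to 2007 bases, had a median log2 fold change of 0.33. It was -0.47 in the 20% with the longest, from 6829 bases. Differences between replicates showed such a dependence too, with a rho of 0.426 for replicate 2 against replicate 1 of the control at E3.5 + 7 h and of -0.458 for p38-MAPKi at E3.5 + 4 h.

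**Figure D2:**
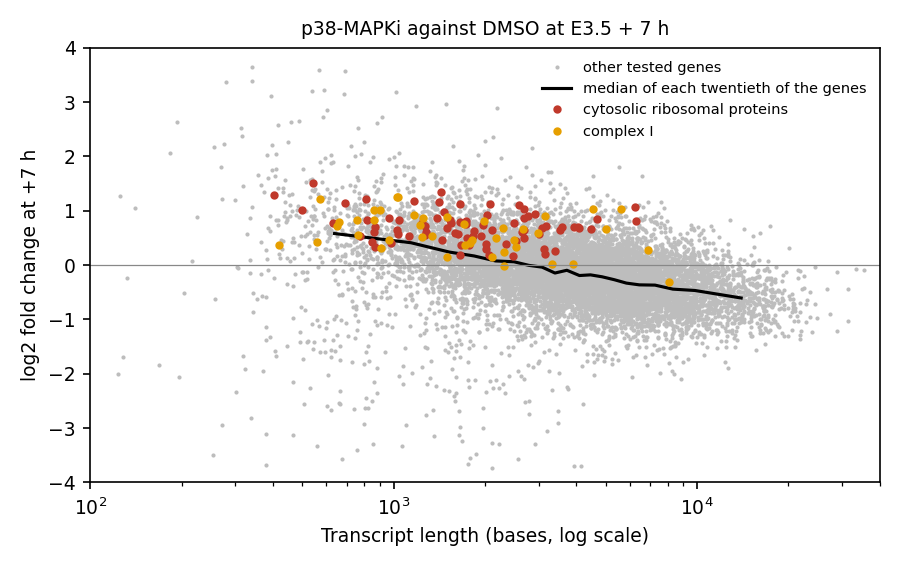
Log2 fold change of p38-MAPKi against control at E3.5 + 7 h (vertical axis) against transcript length in bases (horizontal axis, logarithmic) for 10900 genes, with 39 others outside the axes. Transcript length is that of the merged exons of a gene. The black line gives the median in each of 20 bins of equal gene number, cytosolic ribosomal protein genes are red, and complex I genes are orange. The line falls with length, from above 0 in the shortest transcripts to below 0 in the longest, and the red and orange points lie mostly above it.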

Remarkably, an ontological analysis of enriched terms associated with such p38-MAPKi-sensitive transcripts again identified translation-related terms as the most significantly enriched (Fig. 3d and Supplementary Data 1), which was mostly reflected by upregulated expression (cluster III, Fig. 3c). Of these 82 differentially expressed translation-related mRNAs, 79 were upregulated after p38-MAPKi (Supplementary Data 1—see tab labeled Fig. 3d, e). 

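The protein genes of the cytosolic ribosome were tested as 2 lists. All 32 genes of the small subunit were higher after p38-MAPKi at E3.5 + 7 h, with a median log2 fold change of 0.74 (limma's camera, adjusted p = 4.35e-18), and in 31 of them both p38-MAPKi libraries lay above both control libraries. All 47 genes of the large subunit were higher as well, with a median of 0.65 (limma's camera, adjusted p = 1.05e-19), and 40 were separated upward, where 33.3% of genes are separated in either direction by chance. With limma, 1 gene of the small subunit (Rps29) and 8 of the large subunit were differentially expressed over all genes, and 29 and 34 were when adjusted over the list alone. The medians were 0.94 and 0.85 with median centring, 0.44 and 0.43 with quantile normalization, and 0.62 and 0.54 with the length trend removed. Genes of the same length and expression had medians of 0.29 and 0.27, and 0 of 10000 matched random lists had a median as high as either list (permutation test, adjusted p = 0.00154, from the smallest p that this number of lists can give). The median of the large subunit was 0.41 without control replicate 2 and 0.90 without control replicate 1, and that of the small subunit lay between 0.52 and 0.97.

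After 4 h the medians were 0.27 for the small subunit, with 32 higher (limma's camera, adjusted p = 0.000112), and 0.25 for the large subunit, with 44 higher (limma's camera, adjusted p = 0.000285). Without p38-MAPKi replicate 2 they fell to 0.08 and 0.04, and without p38-MAPKi replicate 1 they were 0.49 and 0.48. With the length trend removed they were 0.10 and 0.09 (limma's camera, adjusted p = 0.0243 and 0.0927), with quantile normalization they were 0.09 and 0.06, and they did not pass against matched lists (permutation test, adjusted p = 0.0601 and 0.147). After 10 h the medians were -0.10, with 5 genes higher, and -0.08, with 4 higher (limma's camera, adjusted p = 0.0102 and 0.000930), and without p38-MAPKi replicate 1 both were -0.02. Neither list passed against matched lists at this time point (permutation test, adjusted p = 0.553 and 0.877). The gene of the ribosome with the largest rise, Rpl38 (ENSMUSG00000057322.12; chromosome 11, 114668524 to 114672331, GRCm38), went from 203 ± 48.7 RPKM in the control to 579 ± 142 RPKM after p38-MAPKi at E3.5 + 7 h (SD, n = 2; limma log2 fold change 1.51, standard error 0.240, adjusted p = 0.0456). Ribosomal protein genes have processed pseudogenes of nearly the same sequence, and how the authors' counting divided such reads is not stated, so the level of a single gene is uncertain.

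**Figure D3:**
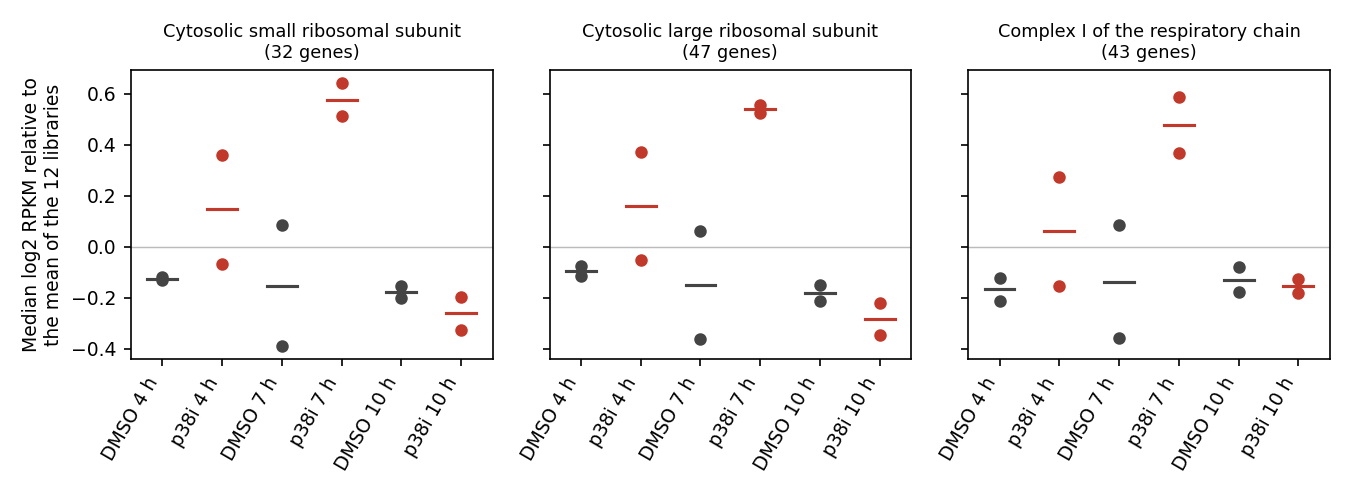
Median log2 RPKM of the genes of the cytosolic small subunit, the cytosolic large subunit, and complex I in each library, relative to the mean of the 12 libraries (vertical axis), by time point (horizontal axis). Points are libraries, bars the means of 2 libraries, grey the control and red p38-MAPKi. The p38-MAPKi libraries lie above both control libraries of E3.5 + 7 h in each panel, and at E3.5 + 10 h the groups lie close together.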

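The 23 translation-related genes of Fig. 3e were chosen by the study for their lower protein level, not on these libraries. They comprise 15 proteins of the small subunit, 2 of the large subunit, 3 aminoacyl-tRNA synthetases, and 3 translation factors. At E3.5 + 7 h, 18 of the 23 were higher after p38-MAPKi, with a median log2 fold change of 0.57 and a range from -0.35 (Vars) to 1.15 (Rps29), and in 16 both p38-MAPKi libraries lay above both control libraries against 2 below them. Over all genes tested, limma called 1 of them, Rps29, whereas 14 passed when adjusted over the list alone. The number over all genes was 0 with the length trend removed (14 at an unadjusted p under 0.05) and 13 in the fit over 12 libraries. The list as a whole had an adjusted p of 2.21e-07 by camera, a median of 0.40 with the length trend removed, and a median of 0.35 without control replicate 2. Rps29 (ENSMUSG00000034892.8; chromosome 12, 69157722 to 69159186, GRCm38) went from 287 ± 60.5 to 631 ± 61.9 RPKM at E3.5 + 7 h (SD, n = 2; limma standard error 0.210, adjusted p = 0.0461), on 3951 to 4824 reads in the control and 5256 to 7094 reads after p38-MAPKi.

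At E3.5 + 4 h, 21 of the 23 genes were higher, from -0.02 (Eif4e) to 0.40 (Rpl17) on the log2 scale, with a median of 0.25, which was 0.08 without p38-MAPKi replicate 2, 0.10 with the length trend removed, and 0.06 with quantile normalization. With limma, 0 were called (0 at an unadjusted p under 0.05). At E3.5 + 10 h, 6 of the 23 were higher and 11 were separated downward, from -0.36 (Rps9) to 0.10 (Rpsa), with a median of -0.08, which was 0.00 with quantile normalization and -0.02 without p38-MAPKi replicate 1. With limma, 0 were called over all genes (4 at an unadjusted p under 0.05) and 1 when adjusted over the list alone.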

Interestingly, 13 of those 79 transcripts (mainly representing small ribosomal subunit proteins) were also identified as downregulated in the general proteome (Fig. 3e and Supplementary Data 1). These data suggest that the accumulation of translation-related mRNAs caused by p38-MAPKi (peaking at E3.5 + 7 h) may reflect impaired ribosomal assembly and/or functional protein translation. Moreover, they also indicate a potential positive feedback mechanism culminating in the observed transient increases in translation/ribosome-related gene transcript levels (Fig. 3c, d). 

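The 43 genes of respiratory chain complex I had a median log2 fold change of 0.59 at E3.5 + 7 h, with 41 higher after p38-MAPKi and 34 separated upward (limma's camera, adjusted p = 1.03e-14). This median was 0.45 with the length trend removed, and genes matched on length and expression had a median of 0.29, and 0 of 10000 such random lists had a median as high as complex I. Leaving out a library gave between 0.40 and 0.80. The 37 genes of complexes II to IV had a median of 0.47, with 31 higher and 22 separated upward (limma's camera, adjusted p = 8.42e-08), which did not pass against matched lists (permutation test, adjusted p = 0.0643). With limma, 4 genes of complex I (Ndufa2, Ndufa3, Ndufb7, and Ndufs5, named after their values were seen) and 0 of complexes II to IV (20 at an unadjusted p under 0.05) were differentially expressed over all genes, and 24 and 16 were when adjusted over the list alone. After 4 h these medians were 0.23 and 0.17, but 0.02 and 0.03 without p38-MAPKi replicate 2, 0.07 and -0.01 with the length trend removed, and 0.08 and 0.00 with quantile normalization. After 10 h they were -0.02 and -0.06 (limma's camera, adjusted p = 0.772 and 0.220), and the sign of complex I changed with quantile normalization (0.03), with the length trend removed (0.01), and without control replicate 1 (0.03) or p38-MAPKi replicate 1 (0.01). Atp5e (ENSMUSG00000016252.7; chromosome 2, 174461072 to 174464105, GRCm38), which encodes a subunit of the ATP synthase, rose from 80.8 ± 21.4 to 240.0 ± 74.6 RPKM at E3.5 + 7 h (SD, n = 2; limma log2 fold change 1.56, standard error 0.258, adjusted p = 0.0456).

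The 90 splicing genes went both ways at E3.5 + 7 h. Of these, 44 were higher after p38-MAPKi, 37 were separated upward and 30 downward, and 4 were differentially expressed with limma. Of these, named after their values were seen, Snrpf, Snrpg, and Lsm7 were higher and Srrm2 was lower. Adjusted over the list alone, 13 passed, 10 of them higher. The median log2 fold change was -0.02 (limma's camera, adjusted p = 0.0503), and its sign depended on the scaling, with 0.17 after median centring, 0.03 after quantile normalization, 0.20 with the length trend removed, and 0.15 with the GC trend removed. It also depended on the libraries, from -0.06 without p38-MAPKi replicate 2 to 0.08 without p38-MAPKi replicate 1.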

Other ontological terms enriched at E3.5 + 7 h were connected to mitochondrial respiration (also upregulated—cluster III, Fig. 3c) and splicing (associated with both upregulated and downregulated transcripts—clusters I and III, respectively, Fig. 3c).

**Fig. 3:**
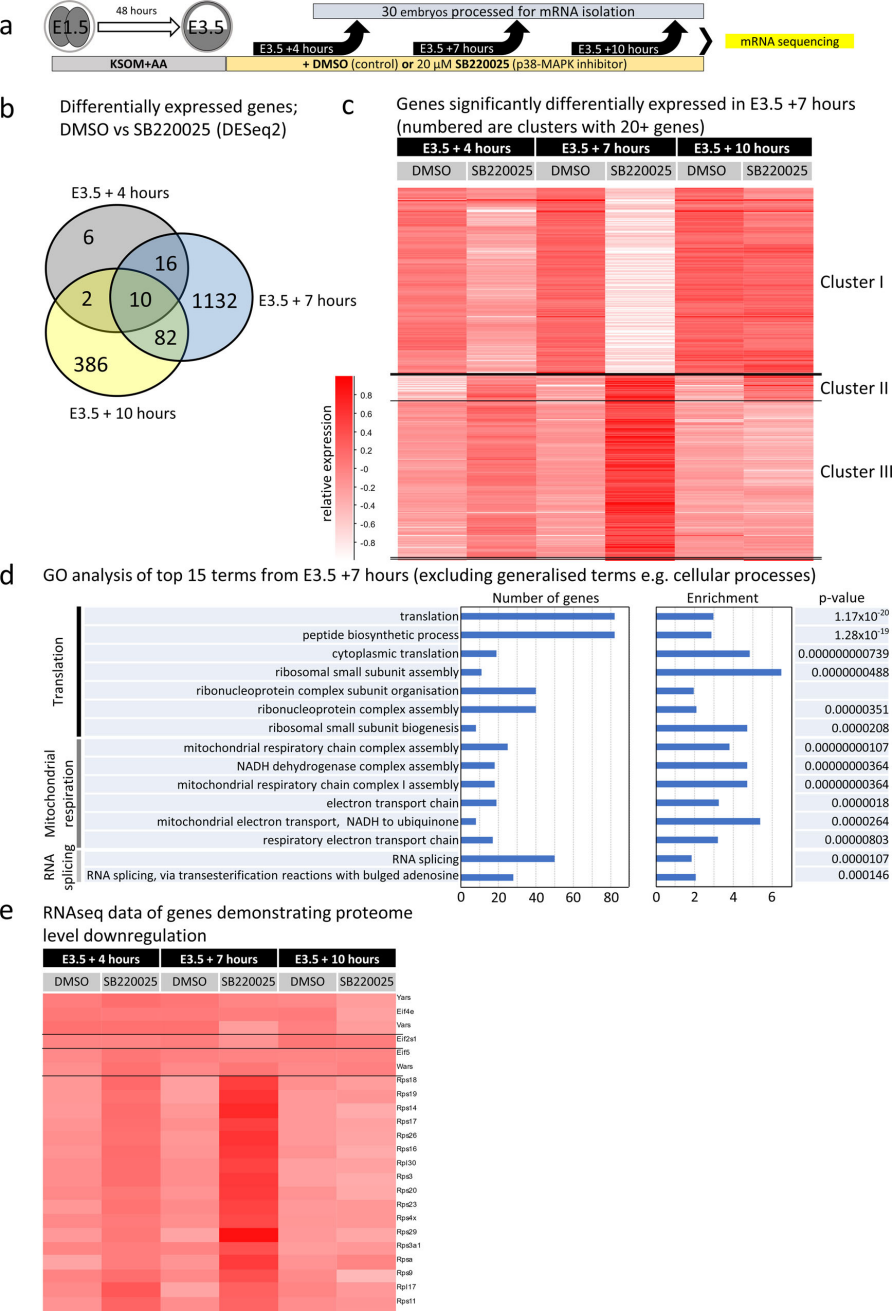
Temporal transcriptomic analysis of the effects of p38-MAPKi during early blastocyst maturation. **a** Experimental design for transcriptome sample collection for the control (DMSO) and p38-MAPKi (SB220025) conditions from E3.5 to +4, +7, or +10 h (biological duplicates of 30 blastocysts per condition were tested per time point). **b** Venn diagram showing the numbers of differentially expressed mRNAs (as determined by DESeq2 analysis) and their overlap between control and p38-MAPKi blastocysts at the three selected time points (i.e., E3.5 + 4 h, +7 h, and +10 h). **c** Hierarchical clustering heatmap depicting the expression of mRNAs that were significantly changed by p38-MAPKi at the +7 h time point and the transcript levels of those same genes at the +4 and +10 h time points. The mRNAs formed three distinct expression clusters. **d** Top 15 terms identified in GO enrichment analysis for the p38-MAPK-regulated transcriptome at the +7 h time-point (excluding generalized terms, e.g., cell). **e** Hierarchical clustering heatmap of genes originally identified as downregulated at the protein level and associated with translation-related GO terms after p38-MAPKi (Fig. 2b, c) at the three assayed early blastocyst ±p38-MAPKi time points.

Overall, the combined results of the (phospho-)proteomic and transcriptomic analyses point to the regulation of translation as a primary function of p38-MAPK activity during early blastocyst maturation, which may help create a permissive state for germane PrE differentiation.

### p38-MAPK inhibition reduces active translation during early blastocyst maturation

Informed by the (phospho-)proteomic and transcriptomic screens, we hypothesized that p38-MAPKi-induced PrE phenotypes are associated with disrupted protein translation during early blastocyst maturation. To test this hypothesis, we assayed the effect of p38-MAPKi on a translation during a 10-hour period (starting from E3.5) utilizing an O-propargyl-puromycin (OPP) incorporation assay that permits direct fluorescent labeling and quantification of nascent translated polypeptides (Fig. 4a). As expected, we observed nearly 50% less global protein synthesis under p38-MAPKi conditions than under control conditions (Fig. 4b). We also verified the observed reduction in active translation (in the same time period) using a polysome profiling approach, adopting our recently reported protocol of scarce-sample polysome (SSP) profiling^45^. This involved obtaining ten fractions representing individual ribosomal subunits, monosomes, and polysomes from 10 blastocysts per control or p38-MAPKi condition in quadruplicate. The fractions were then processed for total RNA extraction and cDNA synthesis and analyzed by qRT-PCR to specifically assay 18S and 28S rRNA levels. We observed shifts in the distributions of both 18S and 28S rRNA abundance towards SSP fractions indicative of free rRNAs or associations with individual ribosomal subunits/monosomes (fractions 1–5) versus denser fractions indicative of polysomes (fractions 6–10) after p38-MAPKi (Fig. 4c). We also expressed the results as calculated polysome-to-non-polysome ratios (with increased ratios indicative of enhanced active translation—Fig. 4d). Interestingly, the reduction in the polysome-to-non-polysome ratio was greater for 28S rRNA than for 18S rRNA (Fig. 4d). On the basis of these combined data, we conclude that active translation is reduced in intact early mouse blastocysts under p38-MAPKi conditions.

**Fig. 4:**
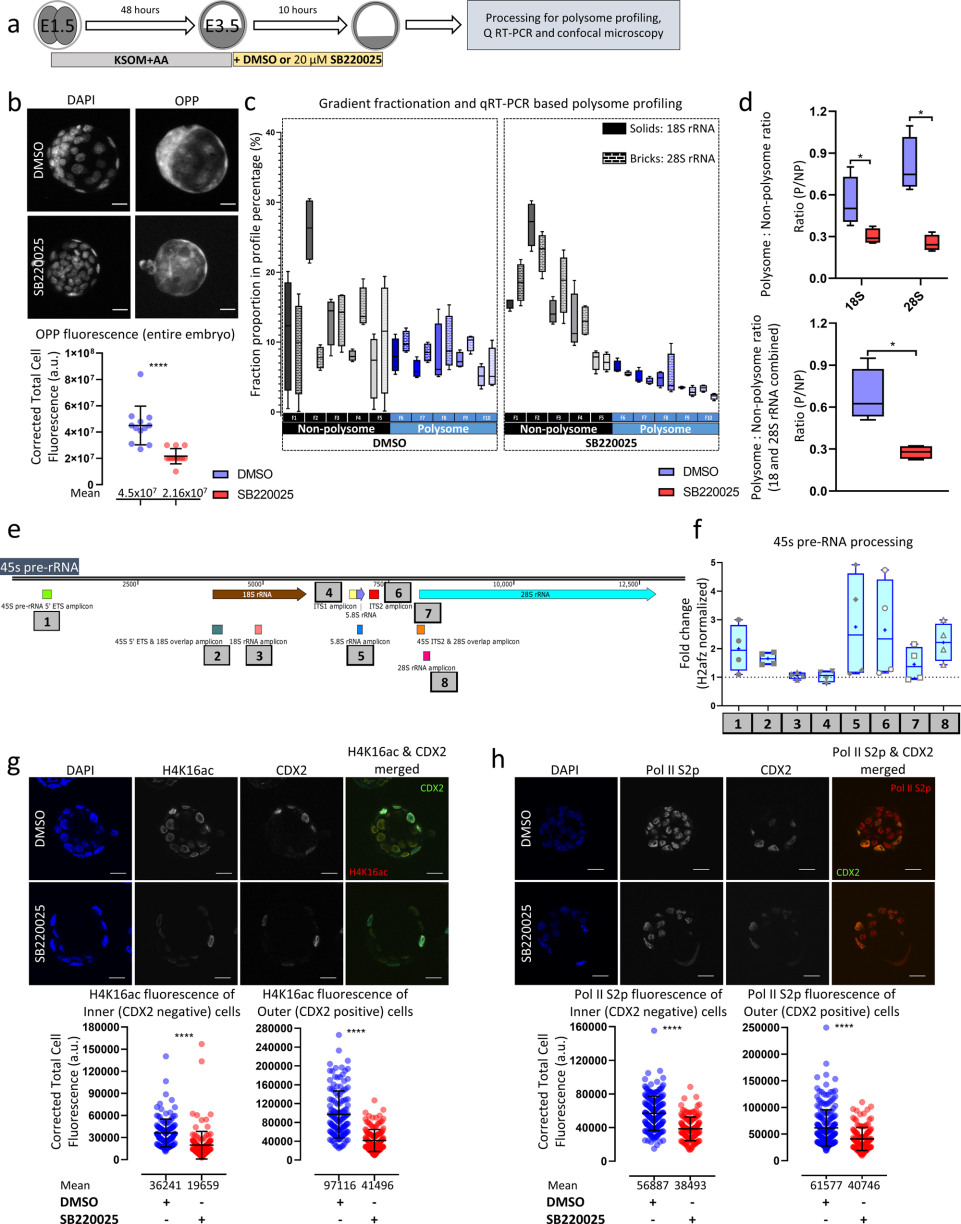
Effects of p38-MAPKi on active translation, rRNA processing, and the transcriptional landscape in developing blastocysts. **a** Experimental design for analysis of the roles of p38-MAPK activity in developmental translation and transcription in maturing blastocysts (between E3.5 and E3.5 + 10 h). **b** Representative confocal *z*-projection micrographs (upper) of E3.5 + 10 h blastocysts in control (DMSO; *n* = 12) and p38-MAPKi (SB220025; *n* = 12) conditions depicting cell nuclear staining (DAPI) and de novo translation (after OPP incorporation); scale bar = 20 µm. The scatterplot shows the corrected total cell fluorescence (CTCFs) of OPP incorporation between the two conditions (lower); the means and standard deviations are highlighted. **c** qRT-PCR analyses quantifying 18S and 28S rRNA levels in each of ten SSP profiling fractions representative of polysome-associated (F6-F10) and non-polysome-associated (F1-F5) rRNA transcripts obtained from both control and p38-MAPKi blastocysts (E3.5 + 10 h). Box-and-whisker plots represent the proportion of the overall amount of rRNA transcript detected for a given fraction. The data were generated from four sets of 10 embryos each, per condition. **d** Ratios of polysome- to non-polysome-quantified rRNAs (as derived from the data in **c**) for 18S and 28S separately (top panel) and combined (bottom panel). The data are presented in interleaved box-and-whisker plots, with the whiskers depicting the minimum and maximum values and the boxes including the medians and the 25th and 75th percentiles. **e** Schematic representation of 45S pre-rRNA highlighting the qRT-PCR amplicons assayed and quantified to analyze rRNA processing status ±p38-MAPKi (E3.5 + 10 h). **f** Box-and-whisker plots (25th to 75th percentile in box and minimum and maximum values indicated by whiskers, with median and mean values marked by a horizontal bar and + sign, respectively; *n* = 4) representing qRT-PCR-quantified fold-changes of the different specific amplicons (normalized against *H2afz* cDNA) in p38-MAPKi versus control blastocysts (DMSO). **g** Representative single *z*-stack confocal micrographs (upper) of E3.5 + 10 h blastocysts under control (DMSO; *n* = 13 embryos) and p38-MAPKi (SB220025; *n* = 15 embryos) conditions. Individual channel micrographs for DAPI (blue pan-nuclear stain; shows the total number of cells), H4K16ac (grayscale; a posttranslational histone chromatin mark associated with transcriptional activity), and CDX2 (grayscale; marks outer TE cells) plus a merged H4K16ac (red) and CDX2 (green) image are shown (scale bar = 20 μm). Scatterplots (lower) quantifying the H4K16ac (CTCF) level per nucleus in control (DMSO) and p38-MAPKi (SB220025) blastocysts differentiated between inner (*n* = 129 for DMSO and *n* = 143 for SB220025) and outer (*n* = 136 for DMSO and *n* = 145 for SB220025) cell populations are also shown; the means and standard deviations are depicted. **h** Similar to **g** but describes the expression levels of the RNA pol II S2p protein. Quantification was performed for inner cells (*n* = 187 for DMSO and *n* = 135 for SB220025) and outer cells (*n* = 209 for DMSO and *n* = 123 for SB220025) from *n* = 11 embryos in DMSO and *n* = 14 embryos in SB220025 conditions, with the means and standard deviations shown.

### rRNA processing in early blastocysts is impaired by p38-MAPK inhibition

Due to the general dysregulation of translation-related gene expression in early blastocysts and the confirmed impairment of active protein translation caused by p38-MAPKi, we sought to identify other contributory mechanisms underlying the associated PrE differentiation phenotypes. Upon searching the list of potential p38-MAPK effectors from the phosphoproteomic screen, we identified MYBPP1A (from which 6 individual differentially expressed phosphopeptides had been detected under p38-MAPKi conditions; expanded below). MYBPP1A interacts with HTATSF1, a factor known to be involved in transcriptional and post-transcriptional regulation/processing of rRNA and mRNA and regulation of protein synthesis and a confirmed modulator of in vivo embryonic pluripotency (during the transition from pre- to postimplantation development)^46^. Thus, we assayed the effect of p38-MAPKi on 45S pre-rRNA processing during the early blastocyst developmental window (E3.5 + 10 h—employing the same qRT-PCR primers used in the HTATSF1 report of Corsini et al.^46^). This revealed that p38-MAPK regulates rRNA processing (Fig. 4e, f). Specifically, we observed enhanced levels of PCR amplicons indicative of impaired processing. For example, the levels of the internal transcribed spacer 2 (ITS2) region, normally removed from processed 45S pre-rRNA, were over 2-fold increased by p38-MAPKi. Similarly, the levels of 5′ external transcribed spacer (ETS) amplicons were increased, as were those of regions representative of the overlap between ITS2 and the mature 28S rRNA coding sequence, plus the overlapping region between the ETS and 18S rRNA; all of these changes indicated impaired 45S pre-rRNA processing. Upon assaying regions of the 45S pre-rRNA corresponding to mature (appropriately processed) rRNA transcripts, we also observed increases in 28S and 5.8S rRNA levels, presumably reflecting unprocessed 45S pre-rRNA intermediates. However, similar assays of the 18S rRNA transcript were not associated with increased abundance, suggesting that steady-state levels of processed 18S rRNA were not significantly affected. This was also reflected in the unchanged levels of ITS1 and distinguished p38-MAPKi-derived data from studies on *Htatsf1* genetic knockouts, in which ITS levels were increased (and ETS levels were reduced)^46^. Notwithstanding such differences, our data confirm a role for p38-MAPK in regulating 45S pre-RNA processing in early blastocysts that can feed forward to influence active protein translation.

### Early blastocyst transcription is attenuated by p38-MAPK inhibition

In the context of peri-implantation embryonic development and in vitro pluripotency, recent reports have drawn important correlations between general translational status and permissive transcriptional landscapes. We investigated whether the observed p38-MAPKi-mediated defects in protein synthesis were also associated with reduced transcription (Fig. 4g, h). Consistently, we observed reductions in the levels of histone H4-lysine 16 acetylation (H4K16ac, a posttranslational mark of actively transcribed chromatin^47^) in both inner and outer cells, as demarcated by the expression of CDX2 (an outer cell TE marker^48^), in p38-MAPKi blastocysts (E3.5 + 10 h). Similarly, immunofluorescence staining for actively elongating RNA polymerase II (using an antibody recognizing RNA polymerase II phosphorylated on serine-2 of the C-terminal domain—RNA pol II S2p^49^) showed marked decreases.

Hence, p38-MAPKi during early blastocyst maturation, known to negatively affect PrE differentiation (as described above^36,37^), is collectively associated with impaired translation, polysome formation, rRNA processing, and a chromatin landscape suggesting reduced active transcription.

### p38-MAPK and mTOR have partially overlapping roles in regulating blastocyst development

Although p38-MAPK activity is reported to regulate protein synthesis in some contexts^50^, mTOR-mediated translation regulation is the most extensively studied pathway, particularly with regard to development^51^. Cancer biology studies have indicated a possible convergence of both pathways that positively regulates eIF4E-sensitive cap-dependent mRNA translation^52,53^. Given the prominent role mTOR plays in translation regulation and a recent report describing blastocyst diapause caused by attenuated translation and transcription after mTOR inhibition^54^, we investigated our observed p38-MAPKi phenotypes in conjunction with mTOR activity. First, we compared p38-MAPKi and mTOR inhibition phenotypes. Early blastocysts (E3.5) were cultured in the presence of DMSO (control), TORIN1 (an mTOR inhibitor^55^), and SB220025 (a p38-MAPK inhibitor) for 24 h and immunofluorescently stained for ICM cell lineage markers (NANOG for EPI and GATA4 & GATA6 for PrE—Fig. 5a). mTOR inhibition, like p38-MAPKi, caused a statistically significant increase in the proportion of NANOG- and GATA6-coexpressing cells within the ICM (Fig. 5b–d, p); NANOG and GATA6 coexpression is a hallmark of unspecified cells^11^ and a potentially diapaused state. Likewise, the numbers of PrE cells (defined by sole GATA4 expression—Fig. 5b–d, n, o) in both p38-MAPKi and mTOR-inhibited blastocysts were also significantly reduced, confirming our previous p38-MAPKi observations^36,37^ and the report of diapause in mTOR-inhibited blastocysts^54^. However, despite the similarities, mTOR-inhibited blastocysts had fewer EPI (and overall ICM) cells than p38-MAPKi and control embryos (defined by sole NANOG expression—Fig. 5b–d, l, m), indicating that mTOR-inhibited blastocysts are diapaused at the early blastocyst stage and characterized by an unspecified ICM. Conversely, p38-MAPKi blastocysts did have specified EPI cells and exhibited impairment only in PrE formation (retaining a population of unspecified ICM cells), indicating that the p38-MAPKi phenotype and the associated translational defects are squarely centered on PrE differentiation. Therefore, p38-MAPKi does not merely phenocopy mTOR inhibition-induced diapause (as further supported by the inability of p38-MAPKi, unlike mTOR inhibition^54^, to sustain long-term in vitro embryo survival after E4.5—Supplementary Fig. 2). However, the data also do not exclude possible p38-MAPK and mTOR functional convergence in the limited context of PrE differentiation.

**Fig. 5:**
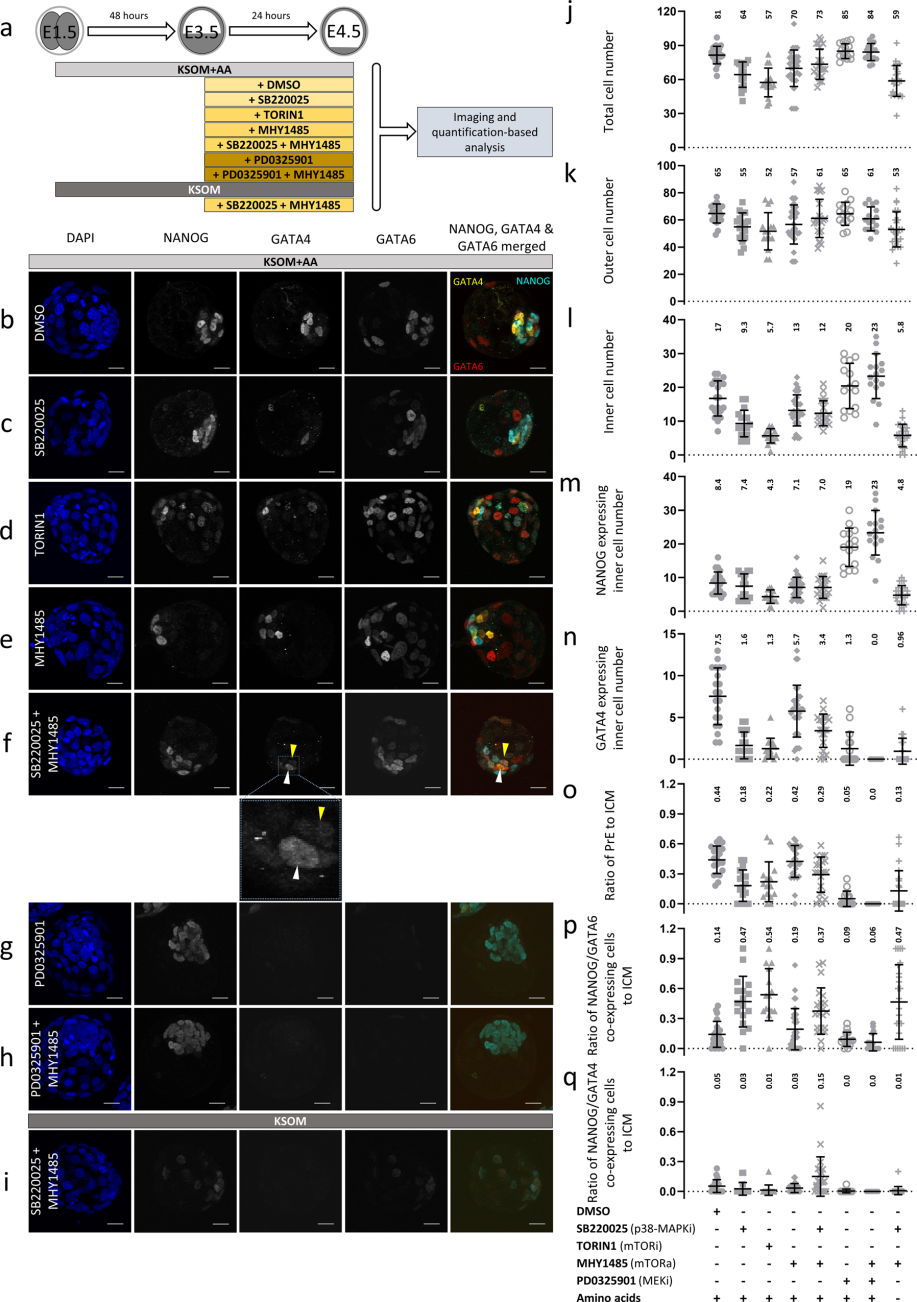
Functional interplay between mTOR and p38-MAPK during blastocyst maturation and PrE differentiation. **a** Experimental schematic for analysis of the potential functional overlap of mTOR and p38-MAPK with regard to PrE differentiation (via assay of ICM lineage marker protein expression) during blastocyst maturation. E3.5-stage blastocysts were cultured for 24 h in medium (±AAs) containing the indicated pharmacological supplements (vehicle control: DMSO; p38-MAPK inhibitor: SB220025; mTOR inhibitor: TORIN1; mTOR activator: MHY1485; MEK1/2 inhibitor: PD0325901) or combinations thereof. **b–i** Representative confocal z-series projections of blastocysts cultured under the conditions described in **a** and stained with DAPI (blue) and for NANOG, GATA4, and GATA6 protein expression (cyan, yellow and red in the provided merged image); scale bar = 20 µm. **b** DMSO (*n* = 21), **c** p38-MAPKi, SB220025 (*n* = 17), **d** mTOR inhibition, TORIN1 (*n* = 15), **e** mTOR activation, MHY1485 (*n* = 32), **f** p38-MAPKi and mTOR activation, SB220025 + MHY1485 (*n* = 22), **g** MEK inhibition, PD0325901 (*n* = 15), **h** MEK inhibition and mTOR activation, PD0325901 + MHY1485 (*n* = 16) and **i** p38-MAPKi and mTOR activation, SB220025 + MHY1485 in KSOM not supplemented with AAs (*n* = 24). In **f** and the expanded view, the white arrowheads highlight differentiated PrE cells expressing GATA4 (and GATA6) but not NANOG, whereas the yellow arrowheads show ICM cells coexpressing GATA4 and NANOG (which were comparatively enriched in this condition). **j**–**q** Scatterplots showing the total, outer and inner blastocyst cell numbers (as indicated by DAPI staining) and the numbers of NANOG-, GATA4- and GATA6-expressing ICM cells under the culture conditions described in **a** (with the means and standard deviations highlighted). **j** Total cells; **k** outer cells; **l** inner cells; **m** NANOG-expressing inner cells; **n** GATA4-expressing inner cells; **o** the ratio of GATA4-positive, NANOG-negative PrE cells to total ICM cells; **p** the ratio of NANOG- and GATA6-coexpressing cells to total ICM cells; and **q** the ratio of NANOG- and GATA4-coexpressing cells to total ICM cells.

Therefore, we next tested whether the p38-MAPKi-mediated PrE phenotypes could be ameliorated by the pharmacological activation of mTOR. We utilized the potent mTOR activator MHY1485^56^, which, when provided in isolation to maturing blastocysts (E3.5-E4.5), did not affect the development or derived ICM cell fate (Fig. 5a, e, j–q). However, the number of GATA4-expressing PrE cells was statistically greater when MHY1485 was administered in combination with p38-MAPKi than when p38-MAPKi was administered alone (but was not at the levels seen in controls—Fig. 5a, b, f, n). There was also a reduced contribution of the otherwise typical p38-MAPKi-induced population of unspecified ICM cells (Fig. 5p), but there was no change in EPI cell numbers (also reflected by the calculated PrE-to-ICM ratios—Fig. 5m, o). Intriguingly, mTOR activation under p38-MAPKi also resulted in coexpression of NANOG and GATA4 by a statistically significant population of ICM cells, which was seldom observed in all other conditions, including control conditions (Fig. 5f, q). These data show that p38-MAPKi-mediated deficits in PrE differentiation associated with a unique population of unspecified PrE progenitors can be partially overcome by activation of mTOR without an accompanying decrease in NANOG expression.

The FGF4-ERK signaling cascade is considered the archetypal ICM cell fate-determining mechanism of mouse blastocysts^57^. Therefore, we also assayed whether PrE differentiation phenotypes induced by inhibition of the ERK pathway (via targeting of MEK1/2, also known as MAP2K1/2, with PD0325901^58^) were sensitive to mTOR activation. While ERK pathway inhibition (E3.5-E4.5) resulted in the well-defined phenotype of largely pan-ICM expression of NANOG alone, PrE was not rescued by additional activation of mTOR; rather, PrE inhibition was augmented (Fig. 5g, h, j–q). We conclude that the role of p38-MAPK in ICM cell fate specification via translation regulation is functionally and mechanistically distinct from that of the described FGFR-ERK pathway.

We have previously reported that p38-MAPK also acts to counter AA depletion-induced oxidative stress in mouse blastocysts, as revealed by an exacerbation of ICM cell fate phenotypes affecting both EPI and PrE when p38-MAPKi is combined with an absence of exogenous AA in the medium^37^. We hypothesized that activating mTOR may also alleviate such enhanced effects (E3.5-E4.5). However, unlike those cultured in the presence of supplemented AA, blastocysts cultured under such conditions did not demonstrate any induced inner cell GATA4 expression or increased inner cell numbers, nor were there any increases in the numbers of EPI cells expressing NANOG alone (Fig. 5i, j–q). We conclude that the previously identified role of p38-MAPK in counteracting oxidative stress is distinct from that described here in relation to mTOR activity and translation.

### MYBBP1a has a prominent role in preimplantation embryonic development

Having uncovered a role for p38-MAPK in regulating translation and PrE differentiation in early blastocysts, we sought to identify and functionally verify contributing p38-MAPK effectors. We anticipated that our list of p38-MAPKi-induced differentially expressed phosphoproteins would include strong candidates (Fig. 2d and Supplementary Data 1). We filtered out detected phosphopeptides (and associated phosphoproteins) demonstrating <1.5-fold changes in phosphorylation and retained those exhibiting <1.3-fold changes in general protein abundance (Fig. 6a and Supplementary Data 1). We further refined the list according to the published literature (identifying proteins/genes shown or hypothesized to regulate pluripotency, differentiation, and protein translation) and selected six genes (highlighted in Fig. 6a—associated with one or more differentially phosphorylated peptides/proteins) for functional assays in embryonic clonal loss-of-function experiments (*Dnmt1, Kdm2B, Ybx1, Mybbp1a, Rpl22l1,* and *Nolc1*). All genes were robustly and equally expressed at the mRNA level in published screens of mouse blastocyst ICM and TE lineages, implying that their functional regulation is likely to be post-transcriptional^59,60^ (Supplementary Fig. 3). We employed candidate-specific siRNA constructs (or non-targeting controls) to knockdown gene expression in marked preimplantation embryo cell clones. The appropriate siRNA and a recombinant mRNA encoding a histone H2B-RFP fusion reporter were microinjected into one cell of 2-cell-stage (E1.5) embryos to create a fluorescently marked and traceable cell clone composing half the embryo. The embryos were cultured to the late blastocyst (E4.5) stage and immunofluorescently stained for ICM cell fate markers (NANOG for EPI and GATA4 for PrE). Two-cell-stage embryos microinjected in both blastomeres and cultured to the late blastocyst stage were subjected to qRT-PCR to assess specific candidate gene transcript knockdown (Fig. 6b). We found that targeting *Mybbp1a* had the most substantial developmental impact among the six shortlisted genes, despite relatively modest (61%) transcript knockdown efficiency (Fig. 6c); the effects of knockdown of the other candidate genes are summarized in the Supplementary Information (Supplementary Data 2). MYBBP1A is a predominantly nucleolar protein reported to negatively regulate RNA polymerase I-dependent rRNA gene transcription, co-transcriptional processing, and ribosome biogenesis^61,62^; p53 tetramerization, cell senescence, and apoptosis^63,64^; and *Hoxb2* gene transcription^65^. Additionally, homozygous *Mybbp1a*-null blastocysts resulting from crosses of heterozygous *Mybbp1a*-null mice cannot develop^66^, implying an important but as-yet-undefined role(s) of *Mybbp1a* in preimplantation development. Clonal analysis of marked *Mybbp1a*-knockdown cells revealed a 19% contribution to the late blastocyst (E4.5)-stage ICM and a 40% contribution to the outer TE, compared to 50% and 51% contributions, respectively, in the control group (Fig. 6d–f and Supplementary Fig. 4). However, such reduced contributions were also associated with an overall reduction in total clone size compared to that of equivalent microinjected clones of control siRNA-treated embryos (on average comprising 16.57 ± 6.20 versus 39.33 ± 4.71 cells, respectively) or noninjected sister clones (Fig. 6f). Despite this reduction, *Mybbp1a*-knockdown cells that populated the ICM rarely, if at all, contributed to GATA4-expressing PrE (representing an average of only 0.11 ± 0.42 cells per embryo or 4% of the total PrE population). Conversely, such clones readily contributed to NANOG-positive EPI (an average of 1.29 ± 1.56 cells per embryo or 29% of the total EPI cell number). In contrast, in control siRNA-treated embryos, the contributions of both microinjected and non-microinjected clones between the ICM and outer TE and between the EPI and PrE lineages were always observed to be statistically equal (Fig. 6d–f and Supplementary Fig. 4). Interestingly, clonal *Mybbp1a*-knockdown mildly affected the non-microinjected clone, causing small and statistically nonsignificant reductions in total, outer and inner cell numbers. There were, however, reduced numbers of GATA4-positive cells (on average, 2.82 ± 3.83 cells versus 5.2 ± 2.77 cells in the equivalent clones of control siRNA embryos), although the numbers of EPI cells were not affected (3.93 ± 2.67 versus 4.22 ± 2.77). This finding suggests that the overall reduced cell numbers of blastocysts with *Mybbp1a* clonal knockdown may also negatively affect PrE differentiation in the noninjected clones, per se (Fig. 6d–f and Supplementary Fig. 4, Supplementary Data 1).

**Fig. 6:**
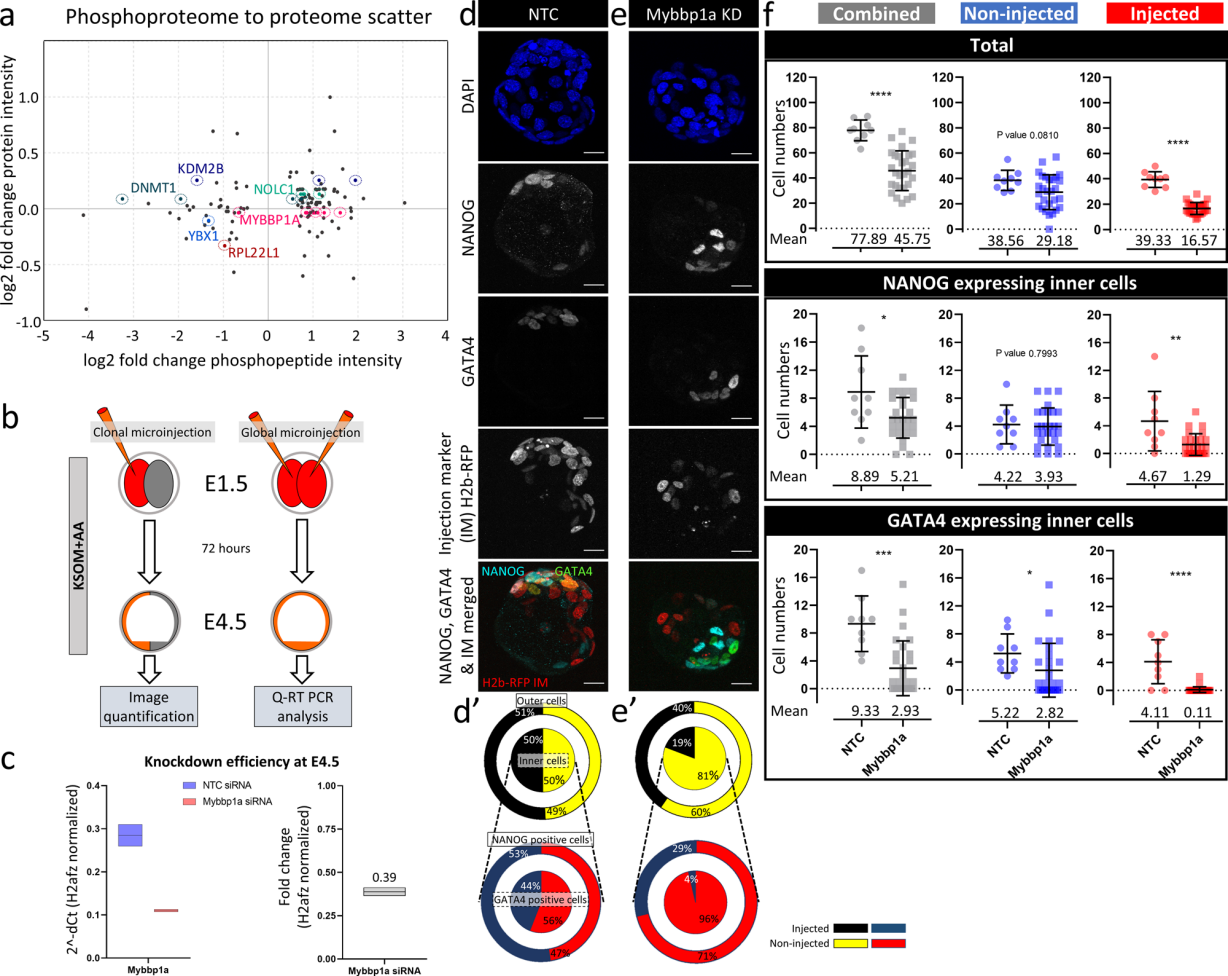
Analysis of the role of MYBBP1A (a candidate target of p38-MAPK activity) in preimplantation embryonic development and ICM cell fate specification. **a** Phosphoproteome-to-proteome scatterplot for MS-detected peptides demonstrating <1.3-fold differences in abundance in the general proteome and >1.5-fold changes in phosphorylation levels. Candidates of interest (based on literature research; e.g., MYBBP1A), are highlighted (and were assayed for PrE phenotypes in clonal siRNA microinjection-mediated loss-of-function assays—**c**–**f**, Supplementary Fig. 4, and Supplementary Data 2). **b** Experimental design for analysis of the efficiency of siRNA-mediated *Mybbp1a* gene mRNA knockdown in microinjected embryos cultured to the equivalent late blastocyst (E4.5) stage (qRT-PCR analysis) and for analysis of the contributions of marked *Mybbp1a*-knockdown clones to late blastocyst cell lineages (Lineage quantification). **c** Comparison of qRT-PCR-derived relative *Mybbp1a* transcript levels (normalized to *H2afz* mRNA levels) between embryos injected with non-targeting control (NTC) siRNA and embryos injected with siRNA specific for *Mybbp1a* mRNA. *Mybbp1a* expression levels between control (blue) and *Mybbp1a* specific siRNA (red) injected embryos expressed as box plots, alongside fold-change. **d** Confocal micrograph z-projections of representative late (E4.5)-stage blastocysts initially microinjected (in one blastomere at the 2-cell stage) with NTC siRNA (*n* = 9) plus recombinant *H2b-RFP* fluorescent reporter mRNA (identifying the clonal progeny of the injected cell). Individual DAPI (blue pan-nuclear stain; indicates the total number of cells), NANOG (grayscale; EPI cells) and GATA4 (grayscale; PrE cells) channel micrographs, plus merged NANOG (cyan), GATA4 (green), and H2B-RFP (microinjected clone) images, are shown (scale bar = 20 μm). **d**′ Target diagrams describing the average percentage contributions of NTC siRNA-microinjected and non-microinjected clones to either outer and inner cell populations (black and yellow targets) or mutually exclusive NANOG- and GATA4-expressing ICM cell lineages (red and blue targets). **e** Similar to **d**. **e′** is similar to **d′**, but the results were obtained after microinjection of *Mybbpa1*-specific siRNA (*n* = 28). **f** Scatterplots describing the contributions of non-microinjected (blue) and microinjected (red) cell clones (plus the combined number—gray) of NTC/*Mybbp1a* siRNA-treated embryos to the total cell count, number of inner cells expressing NANOG only, and number of inner cells expressing GATA4 only. The means and standard deviations are highlighted.

We conclude that clonal knockdown of *Mybbp1a*, a known regulator of rRNA transcription and processing identified in this study as a candidate p38-MAPK substrate/effector during early blastocyst maturation (Fig. 6a), biases ICM-resident clones against PrE differentiation. Hence, MYBBP1A, potentially subject to p38-MAPK activity, acts as an ICM cell fate regulator promoting PrE differentiation.

## Discussion

p38-MAPKs are well-defined stress-activated kinases involved in inflammatory diseases, including cancers, that also play developmental roles in evolutionarily diverse species, including sea urchins, flies, frogs, zebrafish, and mice^24^. Active p38-MAPK signaling was first defined to be necessary for blastocyst formation (i.e., progression past the morula stage)^33,34^. In addition, knockout of the *Mapk14* gene is embryonic lethal and associated with defective extraembryonic placental development and adsorption of homozygous null conceptuses at E12.5^32^. Our own previous studies (confirmed here) have demonstrated that p38-MAPK activity is also required for blastocyst PrE derivation^36,37^, itself a precursor of the supportive extraembryonic parietal and visceral endodermal membranes^67^. In this study, we uncovered a multilayered role for p38-MAPK-mediated translational regulation, at least partially integrated with that of the mTOR pathway and including effectors such as MYBPP1A, that coincides within a limited early blastocyst developmental window required for PrE differentiation and blastocyst cavity expansion.

The fact that p38-MAPKi blastocysts (E3.5-E4.5) exhibit cavity expansion defects that are potentially related to maturation of TE tight junctions (see below) and have impaired PrE derivation (Fig. 1)^36,37^ is consistent with recent reports of positive correlations between cavity expansion and EPI and PrE cell fate specification and sorting^13^. For example, Ryan and colleagues found that both chemical modulation (using ouabain, an inhibitor of the ATP1 channel responsible for cavity fluid accumulation^68–70^) and mechanical modulation of blastocyst cavity size during early blastocyst maturation (E3.5-E4.0) reduces PrE marker protein expression (assayed at E4.0)^13^. Strikingly, the p38-MAPKi-associated PrE differentiation defects we have reported (here and previously^36,37^) closely resemble those of mechanically deflated blastocysts^13^ (reduced GATA4 expression and normal EPI specification as indicated by either NANOG or SOX2 expression analysis). Indeed, late blastocyst p38-MAPKi PrE phenotypes involve a statistically significant lack of GATA4-positive ICM cells compensated for by a population of unspecified progenitors coexpressing NANOG and GATA6^36,37^. We hypothesize that a similar population of unspecified PrE progenitors may also be found in mechanically deflated blastocysts^13^. Thus, it is possible that the impaired blastocyst PrE differentiation p38-MAPKi phenotypes are, at least in part, mediated by TE defects resulting in insufficient cavity expansion. In fact, p38-MAPKi has previously been reported to increase TE tight junction permeability and reduce *Aqp3* expression^34^, which together with Na^+^/K^+^ pumps (such as ATP1) initiate and maintain blastocyst cavity expansion and luminal pressure^34,71^ (reported to more than double between E4.0 and E4.5^71^). Interestingly, our (phospho-)proteomic and transcriptomic data (derived from both TE and ICM lineages) indicate that p38-MAPKi induced downregulation of *Tjp1* and *Atp1a1* (respectively encoding tight junction protein 1 and one of the two subunits of ATP1—deletion of which causes peri-implantation lethality and cavity collapse after in vitro culture^72^) at the protein and RNA levels (~50 and 40%, respectively—Supplementary Data 1 tabs marked Figs. 2c, 3b (+7 h) and Supplementary Table 1). 

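In the mRNA-Seq libraries, Tjp1 (ENSMUSG00000030516.14; chromosome 7, 65296165 to 65527781, GRCm38) held 24.5 ± 3.36 RPKM in the control and 10.1 ± 0.686 RPKM after p38-MAPKi at E3.5 + 7 h (SD, n = 2). The log2 fold change was -1.28 (limma, standard error 0.191, adjusted p = 0.0456), or 58.8% lower on the scale of RPKM. Over the other settings that did not pair replicates by number, the adjusted p of limma lay between 0.00650 and 0.158, and with the length trend removed the log2 fold change was -0.88. At E3.5 + 4 h, Tjp1 had a log2 fold change of -0.49 with replicates far apart, 20.7 ± 0.696 against 15.9 ± 8.43 RPKM (SD, n = 2; limma, adjusted p = 0.368), and at E3.5 + 10 h of -0.03, which was 0.02 with quantile normalization. Atp1b1 (ENSMUSG00000026576.12; chromosome 1, 164437109 to 164458355) went from 81.2 ± 18.4 to 49.0 ± 0.179 RPKM at E3.5 + 7 h (SD, n = 2; limma log2 fold change -0.71, standard error 0.196, adjusted p = 0.0678).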

Whether this reflects targeted regulation of such specific genes or is related to more general p38-MAPK mediated control of protein translation is not clear. Importantly, PrE differentiation can still occur in the absence of TE or a blastocyst cavity. For example, ICM immunosurgically isolated from E3.5-stage mouse blastocysts can support the formation of an outer layer of PrE within 24 h (mirroring PrE differentiation in intact blastocysts)^73^, as can mouse embryonic stem (ES) cell-derived ICM organoids^74^.

Within the blastocyst ICM, the role of FGF4-FGFR1/2-ERK1/2 signaling in appropriate lineage specification is well established^4,5,9,10^. ERK pathway inhibition (targeting MEK1/2) throughout the blastocyst maturation period completely blocks PrE differentiation; however, removal of MEK1/2 inhibition at any point prior to ~E4.25 is still permissive for PrE differentiation^9,10,36,75^. These data indicate the persistence of FGF4-based signaling from emerging EPI cells that, under unperturbed developmental conditions, drive the incremental specification and differentiation of PrE as blastocysts mature (ensuring a stable EPI:PrE ratio)^9^. The extent to which active FGF4 signaling may impact the PrE-supportive role of p38-MAPK in the mouse blastocyst ICM is questionable. Stimulation of p38-MAPK activity by various exogenous FGF ligands has been reported to occur in various cell models of proliferation and differentiation, although it has not been thoroughly characterized^76–80^, and a role for FGF2 (acting via FGFR2) requiring p38-MAPK in mouse blastocyst TE formation has been described^81^. In the E3.75-stage mouse blastocyst ICM, *Fgfr1* is equally expressed in all cells irrespective of *Fgf4* expression, whereas *Fgfr2* is expressed at 4- to 6-fold higher levels in cells not expressing *Fgf4* (presumptive PrE progenitors)^82^. However, *Fgfr1* is the primary receptor directing PrE formation^4,5^. Interestingly, we observed reduced mRNA expression of *Fgfr1* and *Fgfr2* that was strongest at the E3.5 + 7 h time-point, after p38-MAPKi, in our mRNA-Seq dataset (Supplementary Data 1 see tab marked Fig. 3b (+7 h)). However, *Fgf4* and double-*Fgfr1/2* gene knockouts have phenotypes that developmentally precede the newly identified p38-MAPKi sensitive window (relating to PrE differentiation). For example, they are associated with complete loss of GATA6 protein expression through the early blastocyst stages and result in all ICM cells solely expressing EPI markers (although GATA6 expression is normally initiated together with NANOG in all nascent ICM cells)^4,5,7^. This situation contrasts with p38-MAPKi phenotypes in which NANOG and GATA6 coexpression persist at the expense of PrE, but not EPI, differentiation^36,37^. Moreover, ERK phosphorylation, indicative of activated FGF4 signaling, begins at approximately E3.0-E3.25 and increases with time in a manner correlated with increasing GATA6 expression^82^. Additionally, we found that the reported pan-ICM conversion of cells to a PrE fate caused by exposure to exogenous FGF4^5,57,83,84^ is not sensitive to concomitant p38-MAPKi, unlike in the case of MEK1/2 inhibition (Supplementary Fig. 5 and 6 and Supplementary Data 1), although we acknowledge concerns about potentially supraphysiological FGF4 concentrations^85^. Collectively, these data indicate that the PrE-promoting role of p38-MAPK most likely does not function directly downstream of classically activated FGF4-FGFR1/2-ERK1/2 signaling or is at least not limited to this pathway. 

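Fgfr1 (ENSMUSG00000031565.18; chromosome 8, 25513654 to 25575718, GRCm38) held 15.2 ± 1.19 RPKM in the control and 8.95 ± 1.47 RPKM after p38-MAPKi at E3.5 + 7 h (SD, n = 2). The log2 fold change was -0.77 (limma, standard error 0.204, adjusted p = 0.0636), and over the other settings that did not pair replicates by number the adjusted p lay between 0.0144 and 0.296. It was -0.12 at E3.5 + 4 h, with 13.8 ± 2.29 and 12.8 ± 2.23 RPKM, and -0.23 at E3.5 + 10 h, with 15.7 ± 1.37 and 13.4 ± 0.748 RPKM (SD, n = 2; limma, adjusted p = 0.898 and 0.248). The difference from E3.5 + 7 h was -0.65 for E3.5 + 4 h and -0.54 for E3.5 + 10 h (limma interaction, standard errors 0.296 and 0.211, adjusted p = 0.661 and 0.156). Fgfr2 (ENSMUSG00000030849.18; chromosome 7, 130162451 to 133123350) held 14.0 ± 1.03 RPKM in the control and 7.49 ± 1.50 RPKM after p38-MAPKi at E3.5 + 7 h (SD, n = 2), a log2 fold change of -0.92 (limma, standard error 0.214, adjusted p = 0.0544), with a range of the adjusted p from 0.00834 to 0.296 over those settings. It was -0.60 at E3.5 + 4 h, with 13.3 ± 1.17 and 8.87 ± 1.50 RPKM, and -0.18 at E3.5 + 10 h, with 15.7 ± 0.609 and 13.9 ± 0.0408 RPKM (SD, n = 2; limma, adjusted p = 0.226 and 0.270). The differences from E3.5 + 7 h were -0.32 and -0.74 (limma interaction, standard errors 0.296 and 0.217, adjusted p = 0.717 and 0.0950). The merged exons of these genes are long, 9875 and 10328 bases. With the length trend removed, the log2 fold changes at E3.5 + 7 h were -0.30 for Fgfr1 and -0.43 for Fgfr2. Those at E3.5 + 4 h were 0.01 and -0.46. The fall of Fgfr2 was then no larger at E3.5 + 7 h than at E3.5 + 4 h. Their p-values were under the threshold when only genes with at least 10 RPKM were tested, with the 12 libraries in one fit, and, a setting chosen after seeing the data, with voom on the recovered reads.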

Non-MEK1/2-dependent activation of p38-MAPKs has been reported in multiple human *FGFR2* genetic mutation-induced pathophysiologies^26,27^, suggesting the possible involvement of noncanonical FGFR2-mediated p38-MAPK activation mechanisms (as reviewed previously^25^). Considering the proposed PrE survival-specific role of FGFR2^16^ in association with PDGFRa^14–16^ and the p38-MAPKi-mediated PrE phenotypes we have described, it is tempting to speculate that such noncanonical signaling cascades may contribute (together with classical ERK pathway activation) to mouse blastocyst ICM cell fate derivation, albeit at slightly later developmental time points than the classical cascade. Another potential mechanism of emerging PrE-specific p38-MAPK activation may be via activated FGFR3. Although they are expressed at equally low levels in all early blastocyst (E3.5) ICM cells, *Fgfr3* transcripts are specifically enriched in an *Fgf4*-dependent manner in late blastocyst (E4.5) PrE^31^. Moreover, FGFR3 has been reported to activate p38-MAPK^30^. The PrE specificity of PDGFRa is well documented, and fluorescently tagged genetic knock-ins and knockouts are regularly used to identify PrE cells^13,15,16,86^. A recent report described PDGFRa-mediated signaling via PI3K and mTOR as enabling PrE survival^15^. Although inhibition of JAK or mTORC1 (one of two mTOR-containing complexes—see below) alone does not impact any preimplantation cell lineages, combined inhibition is particularly detrimental to PrE survival. Our observations that p38-MAPKi PrE phenotypes can be circumvented (at least partially) by mTOR activation implies that p38-MAPK acts functionally upstream of mTOR and downstream of potentially commonly activated receptor kinases, such as FGFR2, FGFR3, PDGFRa, or others.

Notwithstanding the above discussion points regarding p38-MAPK activation, the central finding that p38-MAPK plays a fundamental role in regulating protein translation during early blastocyst maturation is consistent with the creation of metabolically permissive states compatible with PrE specification and differentiation. The finding that p38-MAPKi PrE deficits can be partially reversed by concomitant mTOR activation (Fig. 5f, j–q) is important and emphasizes the importance of p38-MAPK-mediated regulation of translation. The mTOR signaling pathway (integrated by two mTOR-containing complexes, mTORC1 and mTORC2) is a global regulator of translation and maintains cellular energy homeostasis in response to extracellular stimuli such as growth factors and nutrient availability^51^. As part of mTORC1, mTOR specifically controls transcription and translation of ribosomal genes/proteins, synthesis and processing of rRNA, and biogenesis and availability of ribosomes to ultimately dictate general translation of all mRNA transcripts (mTORC2 is associated with cotranslational protein degradation and lipolysis)^51,87–90^. Our data indicate that there is considerable overlap between the described mTOR function and the role of p38-MAPK during early blastocyst maturation and eventual PrE formation. However, despite the similarities and the partial reversal of the p38-MAPKi-induced PrE differentiation phenotype caused by simultaneous activation of mTOR, it is clear that p38-MAPKi does not merely phenocopy mTOR inhibition-induced diapause^54^. Rather, the p38-MAPKi-induced phenotype is specifically characterized by impaired PrE differentiation in the context of ongoing development (EPI specification is not impaired), which nevertheless has all the hallmarks of impaired translation. Notably, the restoration of GATA4-positive PrE cells in blastocysts subjected to both p38-MAPKi and mTOR activator treatment was frequently associated with coexpression of NANOG (Fig. 5f, q), suggesting the occurrence of a pseudo-state that does not normally exist in which PrE differentiation was uncoupled from the ordinarily required need to downregulate NANOG. The PrE-specific effect of p38-MAPKi was further illustrated by the finding that the number of EPI cells (defined by sole expression of NANOG) was not altered regardless of cotreatment with the mTOR activator (Fig. 5m). We also noted that the partial PrE differentiation “rescue” effects of mTOR activation on p38-MAPKi blastocysts were not associated with enhanced blastocyst cavity expansion (Supplementary Fig. 7), suggesting that these and the originally observed p38-MAPKi phenotypes are at least partly PrE progenitor cell autonomous.

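The difference between the change at E3.5 + 7 h and that at the other time points was also tested for the lists of ribosomal protein genes. For the small subunit, the median difference on the log2 scale was 0.45 against E3.5 + 4 h and 0.85 against E3.5 + 10 h (camera on limma's interaction term, adjusted p = 1.94e-19 and 1.60e-19). For the large subunit it was 0.38 and 0.71 (limma's camera, adjusted p = 4.54e-21 and 3.46e-22). The medians of all genes in these tests were -0.22 and -0.15. Both lists passed in both comparisons with the 12 libraries in one fit, and also with median centring and with the length trend removed, settings chosen for these tests after seeing the data. Of 36 such tests over 18 lists, 19 passed with the preset correlation, 0 in fry (8 at an unadjusted p under 0.05), and 0 with an estimated correlation (0 at an unadjusted p under 0.05).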

The observed p38-MAPKi-induced upregulation of ribosomal protein transcripts (peaking at E3.5 + 7 h—Fig. 3; also associated with downregulation at the protein level—Figs. 2c and 3e) suggested accumulation caused by confirmed overall impaired translation (Fig. 4b–d) that most likely involved rRNA processing defects (Fig. 4e, f). A previous study has described HTATSF1 as a regulator of rRNA/mRNA transcriptional and post-transcriptional processing, protein synthesis, and the pre- to postimplantation transition from the embryonic naïve to primed pluripotent states^46^. HTATSF1-mediated repression of active translation during this transitory period is associated with increased intron retention in ribosomal protein-encoding mRNAs, which causes degradation of the mRNAs via the nonsense-mediated decay pathway^46^. Although we also observed reduced translation after p38-MAPKi (Figs. 2c and 4b–d), we did not observe any similarly enhanced intron retention in our mRNA-Seq dataset (Supplementary Table 2). However, MYBPP1A, a confirmed HTATSF1 interaction partner^46^, was identified in our phosphoproteomic screen for candidate p38-MAPK effectors (Fig. 6a), clonal dysregulation of which was associated with PrE deficits (Fig. 6d–f). Other cell culture studies have implicated MYBBP1A in the transcriptional repression of rRNA genes and in the facilitation of pre-rRNA processing^61^. We propose that MYBBP1A (under the regulation of p38-MAPK) may act as a checkpoint agent enabling switching from homeostasis of cellular protein synthesis and the coordination of a functionally important translational response to externally provided differentiation cues (via regulation of mature rRNA levels available for functional ribosome biogenesis), as supported by reports in other models describing MYBBP1A-regulated rRNA expression and processing in the cellular stress response^63,64^. Interestingly, MYBBP1A is known to suppress mitochondrial respiration, and we identified mitochondrial respiration-related transcripts as the second most statistically significant ontological class of gene transcripts with p38-MAPKi-mediated differential expression (Fig. 3d—representing upregulated mRNA levels). 

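The change of complex I genes at E3.5 + 7 h exceeded that at E3.5 + 4 h by a median of 0.37 on the log2 scale and that at E3.5 + 10 h by 0.61 (camera on limma's interaction term, adjusted p = 2.47e-15 and 1.08e-13). For complexes II to IV these differences were 0.24 and 0.56 (limma's camera, adjusted p = 2.00e-08 in both). Mybbp1a itself (ENSMUSG00000040463.16; chromosome 11, 72441355 to 72451768, GRCm38) held 103 ± 20.6 RPKM in the control and 67.1 ± 12.9 RPKM after p38-MAPKi at E3.5 + 7 h (SD, n = 2; limma log2 fold change -0.62, standard error 0.211, adjusted p = 0.103). With the length trend removed, its log2 fold change was -0.33. It was -0.09 at E3.5 + 4 h and -0.12 at E3.5 + 10 h (limma, adjusted p = 0.917 and 0.352).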

Our phosphoproteomic screening data revealed multiple p38-MAPKi-sensitive phosphorylation sites within the MYBBP1A protein (Fig. 6a and Supplementary Data 1); phosphorylation at serine 1280 (S1280) was decreased, but phosphorylation at S1303 and S1323, among other sites, was increased. Our results indicate that S1280 is a good candidate direct substrate for p38-MAPK, particularly as it contains the [S/T]P consensus phosphorylation motif for proline-directed mitogen-activated kinases in general^44^ (Supplementary Data 2), but this remains to be experimentally validated. To our knowledge, the only verified MYBBP1A phosphorylation site is centered on S1303 and is a reported Aurora B kinase (AURKB) substrate^91^. The mechanistic details of how such phosphorylation events functionally impact MYBBP1A and to what extent they are involved in the described early blastocyst p38-MAPKi-induced translation and PrE phenotype remain to be examined.

In summary, we describe a role for p38-MAPK activity during a limited developmental window of early blastocyst maturation that is centered on the regulation of translation. This role ensures germane ICM cell fate specification, specifically facilitating PrE derivation by the late blastocyst (E4.5) stage. We propose that such positive translational regulation is at least partially integrated with the mTOR pathway and is necessary to prime subsequent differentiation of PrE progenitors (see model—Fig. 7).

**Fig. 7:**
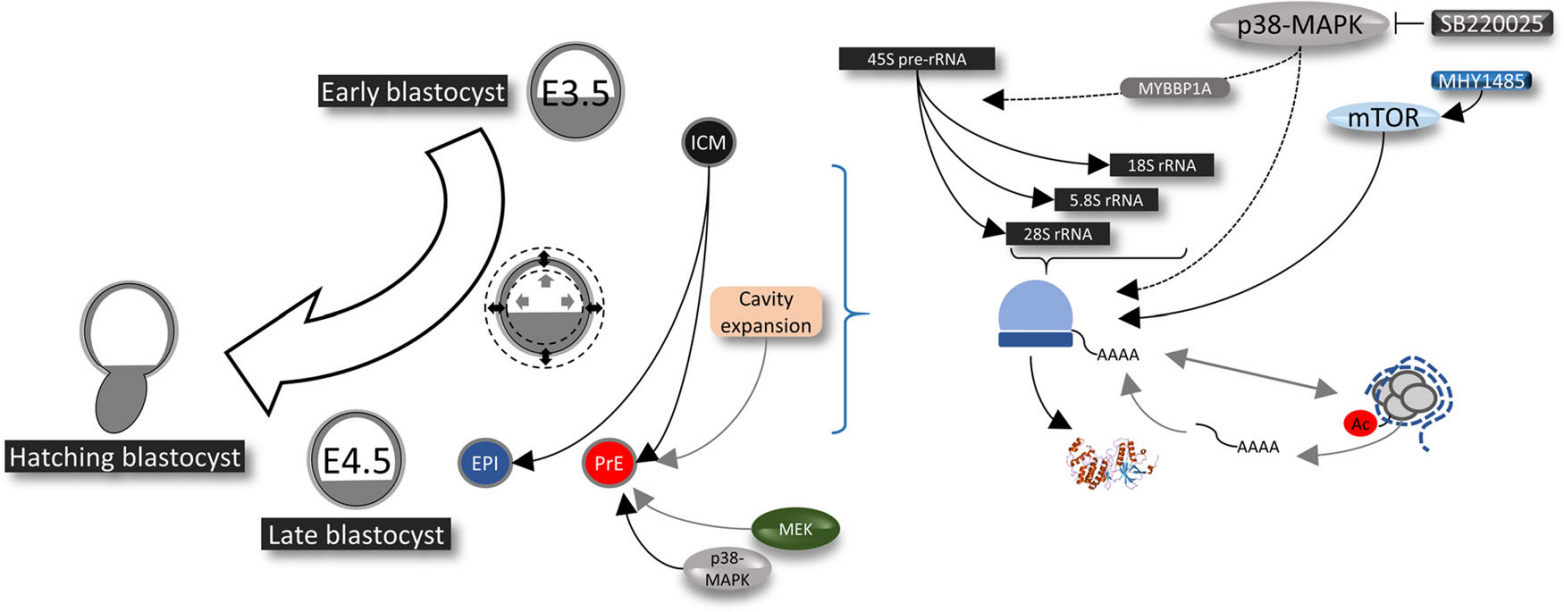
Working model of the role of p38-MAPK in regulating protein translation to prime PrE differentiation during preimplantation-stage blastocyst maturation. During the period of blastocyst maturation (E3.5 to E4.5), p38-MAPKs, potentially acting via MYBBP1A, enable pre-rRNA processing and regulates global translational and co-transcriptional events, which is necessary for normal development and PrE specification. p38-MAPKs appear to be acting upstream of mTOR, towards a pathway supporting PrE survival in the maturing blastocyst.

## Methods

### Mouse lines and embryo culture

All mouse-related experimental procedures (i.e., collection of preimplantation-stage embryos for further study) complied with the Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines and were carried out in accordance with EU directive 2010/63/EU (for animal experiments). The superovulation and strain mating regimens used to produce experimental embryos were as follows: F1 hybrid (C57Bl6 × CBA/W) females were intraperitoneally injected with 7.5 IU of PMSG (Folligon, MSD Animal Health, Boxmeer, Netherlands) and again with 7.5 IU of hCG (Sigma-Aldrich, St. Louis, Missouri, USA; Cat. No. CG10) after 48 h and then mated overnight with F1 males (successful mating was confirmed the next morning by the presence of vaginal plugs). E1.5 (2-cell)-stage embryos were isolated from female oviducts in M2 medium (prewarmed at 37 °C for at least 2–3 h) and thereafter cultured in KSOM (Sigma-Aldrich, EmbryoMax KSOM Mouse Embryo Media; Cat. No. MR-020P-5F—prewarmed and equilibrated in 5% CO_2_ and 37 °C) either with or without AA supplementation. For KSOM + AA conditions, Gibco MEM Non-Essential Amino Acids Solution (100×) (ThermoFisher Scientific, Paisley, Scotland; Cat. No. 11140035) and Gibco MEM Amino Acids Solution (50×) (ThermoFisher Scientific; Cat. No. 11130036) were used at working concentrations of 0.5×. Embryos were cultured in microdrops prepared in 35 mm tissue culture dishes covered with light mineral oil (Irvine Scientific, Santa Ana, California, USA; Cat. No. 9305) in 5% CO_2_ incubators maintained at 37 °C until the appropriate stage. Pharmacological manipulations were carried out via the addition of chemical agents dissolved in DMSO (Sigma-Aldrich; Cat. No. D4540) to KSOM ± AAs (the concentration details, durations, etc. are given in Supplementary Table 3). Equivalent volumes of solvent control were used at final working concentrations of 0.2–0.5% by volume. The concentrations of the p38-MAPK inhibitor (SB220025—20 μM) and MEK1/2 inhibitor (PD0325901—1 μM) used were derived from empirical titrations that we performed previously^36^ and/or from published literature^10,33^. All KSOM-based culture media with or without additional chemicals (AAs, pharmacological agents) were prewarmed and equilibrated in 5% CO_2_ and 37 °C for at least 3–4 h prior to embryo transfer.

### Sample collection for mass spectrometric analysis of the differential (phospho-)proteome

Two-cell (E1.5)-stage embryos were cultured in normal KSOM + AA conditions until E3.5 + 2 h. Thereafter, 300 embryos each were moved to control or p38-MAPKi conditions and cultured for another 7 h (E3.5 + 9 h). The embryos were then washed with prewarmed Hank’s balanced salt solution (HBSS, Sigma-Aldrich; Cat. No. H9269) and lysed in 1.5 ml centrifuge tubes containing ~15 µl of SDT lysis buffer (4% (w/v) SDS, 100 mM Tris-HCl pH 7.6, 0.1 M DTT) in a 95 °C heat block for 12 min. The tubes were briefly centrifuged at 750 rpm, cooled to room temperature, and stored at −80 °C.

### Sample preparation for liquid chromatography–mass spectrometry (LC–MS) analyses

Individual protein solutions were processed by the filter-aided sample preparation (FASP) method^92^ with some modifications. The samples were mixed with 8 M UA buffer (8 M urea in 100 mM Tris-HCl, pH 8.5), loaded onto a Microcon device with a molecular weight cutoff (MWCO) of 30 kDa (Merck Millipore, Burlington, Massachusetts, USA) and centrifuged at 7000 × *g* for 30 min at 20 °C. The retained proteins were washed (all centrifugation steps after sample loading were performed at 14,000 × *g*) with 200 μl of UA buffer. The final protein concentrates retained in the Microcon device were mixed with 100 μl of UA buffer containing 50 mM iodoacetamide and incubated in the dark for 20 min. After the next centrifugation step, the samples were washed three times with 100 μl of UA buffer and three times with 100 μl of 50 mM NaHCO_3_. Trypsin (1 μg, sequencing grade, Promega, Madison, Wisconsin, USA) was added onto the filter, and the mixture was incubated for 18 h at 37 °C. The tryptic peptides were finally eluted by centrifugation followed by two additional elutions with 50 μl of 50 mM NaHCO_3_. The peptides were then cleaned via liquid-liquid extraction (3 iterations) using water-saturated ethyl acetate^93^.

One-tenth of the cleaned FASP eluate was removed for direct LC–MS measurements and evaporated completely in a SpeedVac concentrator (ThermoFisher Scientific, Waltham, Massachusetts, USA). The peptides were further transferred into LC–MS vials using 50 μl of 2.5% formic acid (FA) in 50% acetonitrile (ACN) and 100 μl of pure ACN with added polyethylene glycol (final concentration 0.001%) and concentrated in a SpeedVac concentrator.

Phosphopeptides were enriched from the remaining 9/10th of the cleaned FASP eluate after complete solvent evaporation (in a SpeedVac concentrator) using a High-Select TiO_2_ Phosphopeptide Enrichment Kit (ThermoFisher Scientific) according to the manufacturer’s protocol. Phosphopeptide standards (0.1 pmol of MS PhosphoMix 1, 2, 3 Light; Sigma-Aldrich) were added to the suspended sample in binding/equilibration buffer. The flow-through fraction was dried and used for the second enrichment step using a High-Select Fe-NTA Phosphopeptide Enrichment Kit (ThermoFisher Scientific) according to the manufacturer’s protocol. The resulting phosphopeptides were extracted into LC–MS vials with 2.5% FA in 50% ACN and 100% ACN with added polyethylene glycol (final concentration 0.001%) and concentrated in a SpeedVac concentrator.

### LC–MS analysis of peptides

LC–MS/MS analyses were performed for all peptide mixtures (3 peptide solutions for each sample: (1) not enriched, (2) enriched with phosphopeptides using a TiO_2_ enrichment kit, and (3) enriched with phosphopeptides using an Fe-NTA enrichment kit) using an RSLCnano system connected to an Orbitrap Fusion Lumos mass spectrometer (ThermoFisher Scientific). Prior to LC separation, the tryptic digests were concentrated online and desalted using a trapping column (100 μm × 30 mm, column compartment temperature of 40 °C) filled with 3.5 μm X-Bridge BEH 130 C18 sorbent (Waters). After washing the trapping column with 0.1% FA, the peptides were eluted (flow rate: 300 nl/min) from the trapping column onto an analytical column (Acclaim PepMap 100 C18, 3 µm particles, 75 μm × 500 mm, column compartment temperature of 40 °C, ThermoFisher Scientific) by using a 50- or 100-min nonlinear gradient program (1–56% mobile phase B; mobile phase A: 0.1% FA in water; mobile phase B: 0.1% FA in 80% ACN) for analysis of phosphopeptide-enriched fractions or non-enriched peptide mixtures, respectively. The trapping column and the analytical column were equilibrated prior to sample injection into the sample loop. The analytical column outlet was directly connected to a Digital PicoView 550 (New Objective) ion source with the sheath gas option and SilicaTip emitter (New Objective; FS360-20-15-N-20-C12) utilization. An Active Background Ion Reduction Device (ABIRD, ESI Source Solutions, Woburn, Massachusetts, USA) was installed.

MS data were acquired in a data-dependent strategy with a cycle time of 3 s and with a survey scan (350–2000 *m*/*z*). The resolution of the survey scan was 60,000 (200 *m*/*z*) with a target value of 4 × 10^5^ ions and a maximum injection time of 50 ms. Higher-energy collisional dissociation (HCD) MS/MS (30% relative fragmentation energy, normal mass range) spectra were acquired with a target value of 5.0 × 10^4^. The MS/MS spectra were recorded in Orbitrap at resolving power of 30,000 or 15,000 (200 *m*/*z*), and the maximum injection time for MS/MS was 500 or 22 ms for analysis of phosphopeptide-enriched fractions or non-enriched peptide mixtures, respectively. Dynamic exclusion was enabled for 60 s after one MS/MS spectrum acquisition. The isolation window for MS/MS fragmentation was set to 1.6 *m*/*z*.

The raw mass spectrometric data files were analyzed using MaxQuant software (version 1.6.6.0) with the default settings unless otherwise noted. MS/MS ion searches were performed against the modified Common Repository of Adventitious Proteins (cRAP) database (based on http://www.thegpm.org/crap, 112 protein sequences) containing protein contaminants such as keratin and trypsin and the UniProtKB protein database for *Mus musculus* (ftp://ftp.uniprot.org/pub/databases/uniprot/current_release/knowledgebase/reference_proteomes/Eukaryota/UP000000589_10090.fasta.gz; downloaded 8.5.2019, version 2019/05, number of protein sequences: 22287). Oxidation of methionine and proline, deamidation (N, Q), and acetylation (protein N terminus) were the optional modifications, and the trypsin/P enzyme with 2 allowed missed cleavages and a minimum peptide length of 6 AAs were set. Only peptides and proteins meeting a false discovery rate (FDR) threshold <0.01 and proteins with at least one unique or razor peptide were considered. Match-between-runs was set separately for all enriched and non-enriched peptide solution analyses. The same experimental name was used for differently enriched peptide solution analyses coming from the same sample.

The protein intensities reported in the proteinGroups.txt file and the evidence intensities reported in the evidence.txt file (output from the MaxQuant program) were further processed using the OmicsWorkflows software container environment (https://github.com/OmicsWorkflows), version 3.7.1a. The processing workflow is available upon request. Briefly, the workflow featured (1) protein level data processing, including (a) removal of decoy hits and contaminant protein groups, (b) log2 transformation of protein group intensities, (c) LoessF normalization and (d) differential expression using the LIMMA statistical test (qualitative changes were considered separately without statistical evaluation); (2) phosphopeptide level data processing, including (a) removal of evidence associated with non-phosphorylated and contaminant proteins, (b) grouping of the evidence for the identical combinations of peptide sequences and sets of modifications, (c) LoessF normalization and (d) differential expression analysis using the LIMMA statistical test (qualitative changes were considered separately without statistical evaluation). Differentially abundant phosphopeptide candidates (phosphopeptides exhibiting ≥1.5-fold differential abundance; note that the cutoff was applied to acknowledge the potential sensitivity threshold limitations when such scarce starting material is used) were selected based on the criteria mentioned within the Results section. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^94^ partner repository with the dataset identifier PXD025711.

### mRNA sequencing (mRNA-Seq) library preparation and sequencing

Two-cell (E1.5)-stage embryos were cultured in normal KSOM + AA conditions until E3.5. Thereafter, 30 embryos each were moved to control or p38-MAPKi conditions and cultured for another 4, 7, or 10 h. The embryos were then processed for total RNA isolation using the ARCTURUS PicoPure RNA Isolation Kit (ThermoFisher Scientific; Cat. No. KIT0204) following the manufacturer’s protocol. Oligo dT-based mRNA isolation was carried out using an NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, Ipswich, Massachusetts, USA; Cat. No. E7490), and libraries were prepared using an NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB; Cat. No. E7760), as directed by the manufacturer. The libraries were sequenced as 50 bp single-end reads on an Illumina HiSeq 4000 platform. The mRNA-Seq datasets are available in the Gene Expression Omnibus (GEO) database with accession number GSE162233.

### Data processing and bioinformatics analysis

The sequenced reads were adapter- and quality-trimmed using Trim Galore! v0.4.1 and mapped to the mouse GRCm38 genome with HISAT2 v2.0.5. Differentially expressed genes between control and p38-MAPKi embryos at individual time points were identified by DESeq2 within SeqMonk v1.45.4 using GRCm38_v90 transcriptome annotation. Hierarchical clustering was performed in SeqMonk v1.45.4 with mean-centered expression values. Gene Ontology (GO) analysis was performed using GOrilla^95,96^. Due to the omission of spiked-in controls during mRNA-Seq library preparation, it was not possible to assay normalized global transcriptional output from these data.

### Embryo manipulation via microinjection

Single (for immunofluorescence confocal microscopy) or double (for qRT-PCR) blastomere microinjections of 2-cell (E1.5)-stage embryos were performed using a FemtoJet or FemtoJet 4i (Eppendorf, Hamburg, Germany; Cat. No. 5252000013) microinjector, a mechanical micromanipulator (Leica, Wetzlar, Germany; Cat. No. ST0036714) and a CellTram Vario (Eppendorf; Cat. No. 5176000033) pneumatic handler under a negative capacitance-enabled current controlled by an Electro 705 Electrometer (WPI, Sarasota, Florida, USA; Cat. No. SYS-705) and on the stage of an Olympus IX71 inverted fluorescence microscope. The embryos were pneumatically handled and immobilized for microinjection using a borosilicate glass capillary holder (without filament—Harvard Apparatus, Holliston, Massachusetts, USA; Cat. No. 30-0017). Injection needles prepared from filamented borosilicate glass capillaries (Harvard Apparatus; Cat. No. 30-0038) using a Narishige PC-10 capillary glass needle puller (Narishige Scientific Instrument Lab., Tokyo, Japan) were connected to the microinjector. All siRNAs (Supplementary Table 4) were co-microinjected at 10 µM concentrations with 50 ng/µl *H2b-RFP* mRNA in prewarmed drops of M2 medium overlaid with mineral oil on the surfaces of concave microscope slides.

### Immunofluorescence staining, confocal microscopy, and image acquisition

To remove the *zona pellucida*, blastocysts were quickly washed and pipetted in prewarmed drops of acidic Tyrode’s solution (Sigma-Aldrich; Cat. No. T1788) until the *zona pellucida* was visually undetectable and were then immediately washed in prewarmed drops of M2 medium. Thereafter, the embryos were fixed in the dark with 4% paraformaldehyde (Santa Cruz Biotechnology, Inc., Dallas, Texas, USA; Cat. No. sc-281692) for 20 min at room temperature. Permeabilization was performed by transferring the embryos to a 0.5% solution of Triton X-100 (Sigma-Aldrich; Cat. No. T8787) in phosphate-buffered saline (PBS) for 20 min at room temperature. All washes after the fixation, permeabilization, and antibody staining procedures were performed in PBS with 0.05% TWEEN 20 (Sigma-Aldrich; Cat. No. P9416) (PBST) by transferring the embryos between two drops of PBST or wells (of 96-well microtiter plates) containing PBST for 20 min at room temperature. Blocking and antibody staining was performed in 3% bovine serum albumin (BSA; Sigma-Aldrich; Cat. No. A7906) in PBST. For blocking, embryos were incubated for 30 min at 4 °C before both primary and secondary antibody staining. For primary antibody staining (in blocking buffer), embryos were incubated overnight (~16 h) at 4 °C. Secondary antibody staining was carried out in the dark at room temperature for 70 min. The stained embryos were mounted with VECTASHIELD mounting medium containing DAPI (Vector Laboratories, Inc., Burlingame, California, USA; Cat. No. H-1200), placed under coverslips on glass-bottomed 35 mm culture plates, and incubated at 4 °C for 30 min in the dark prior to confocal imaging. Details of the primary and secondary antibody combinations used can be found in Supplementary Table 5. Confocal images were acquired using an FV10i confocal laser scanning microscope and FV10i-SW image acquisition software (Olympus, Tokyo, Japan). The images were analyzed using FV10-ASW 4.2 Viewer (Olympus) and Imaris X64 Microscopy Image Analysis Software (version 6.2.1; Bitplane AG—Oxford Instruments plc, Abingdon, United Kingdom). The cells were counted both manually and semi-automatically using Imaris X64.

### Time-lapse imaging

Embryos at E3.5 were placed in 20 µl droplets of KSOM + AAs (+DMSO or +SB220025) in 16-well dishes (PrimoVision, Vitrolife, Gothenburg, Sweden) at a density of one embryo per well within a PrimoVision imaging system and cultured for 24 h (until E4.5) under standard culture conditions. The embryos were imaged every 10 min, the equatorial areas were recorded, and the data were analyzed (Fig. 1e and as described previously^97^).

### Scarce-sample polysome (SSP) profiling

Two-cell (E1.5)-stage embryos were cultured in KSOM + AAs and transferred to control or p38-MAPKi conditions for 10 h starting from E3.5 (E3.5 + 10 h; as depicted in Fig. 4a). Prior to harvesting, the embryos were transferred to cycloheximide (0.1 mg/ml)-containing medium for 10 min and then washed 3× in PBS (supplemented with 0.1 mg/ml cycloheximide) and 1× in transfer medium (0.1% PVA in PBS + 0.1 mg/ml cyclohexamide). The embryos were then transferred to 0.5 ml low DNA-binding tubes in a minimal volume of a transfer medium, flash-frozen in liquid nitrogen, and stored at −80 °C. Cellular lysis and sucrose gradient centrifugation to procure ribosomal fractions followed by isolation of corresponding rRNA were performed as described previously^45^. The resultant fractions representing rRNA corresponding to nonpolysomes (fractions 1–5; from the upper (lighter) fractions) and polysomes (fractions 6 to 10; from the lower (heavier) fractions) were resuspended in 20 µl of nuclease-free water. cDNA was then prepared. Briefly, 4.0 µl of total RNA was mixed with 1.6 µl of 0.183 µg/µl random hexamers and 3.0 µl of nuclease-free water. The samples were incubated on a heat block at 70 °C for 5 min, placed on ice for 5 min and then briefly microfuged. Then, 3.9 µl of nuclease-free water, 4.0 µl of 5× reaction buffer, 1.0 µl of RevertAid H Minus reverse transcriptase (ThermoFisher Scientific; Cat. No. EP0451), 0.5 µl of RiboLock RNase inhibitor (ThermoFisher Scientific; Cat. No. EO0381) and 2.0 µl of dNTP mix (ThermoFisher Scientific; Cat. No. R0192) were added. The preparations were processed in a thermocycler with the following program: 25 °C for 10 min, 37 °C for 5 min, 42 °C for 75 min and 70 °C for 10 min. The synthesized cDNA was stored at −20 °C, and 2.0 µl aliquots were used as templates for qRT-PCR (as described previously^45^).

### *O*-propargyl-puromycin (OPP) quantification of de novo protein synthesis

Mouse embryos were cultured in vitro from E1.5 to E3.5 in KSOM + AAs and then further cultured under control or p38-MAPKi conditions for 10 h (E3.5 + 10 h). OPP staining was then performed using a Click-iT Plus OPP Alexa Fluor 488 Protein Synthesis Assay Kit (ThermoFisher Scientific; Cat. No. C10456) following the prescribed protocol with modifications for in vitro preimplantation embryo culture. In brief, equilibrated culture dishes (described above) containing drops of KSOM (without AA supplementation) and 40 µM solutions of OPP supplemented with either control DMSO or 20 µM SB220025 were prepared. Following a 60-min pre-incubation period, control and p38-MAPKi blastocysts were transferred to their respective OPP-containing dishes and incubated for an additional 60 min. Thereafter, the embryos were fixed, permeabilized, and washed as described above (immunofluorescence confocal microscopy). To enable fluorescent visualization of the incorporation of OPP into nascent polypeptides, Click-iT reactions were set up as described in the kit manual (with Click-iT reaction buffer, copper protectant, Alexa Fluor 488 picolyl azide, and reaction buffer additive). The fixed embryos were incubated in the reaction mixture for 25 min at room temperature in the dark. Thereafter, the embryos were washed in a 1:1 mixture of kit-provided wash buffer and PBST, mounted in VECTASHIELD, imaged using standard confocal microscope settings (as described above) to detect the Alexa Fluor 488 fluorophore and quantified as described.

### Cell number quantification, statistical analysis, and graphical representation

The cells counted as part of the total embryo cell numbers (plus outer and inner cell populations) from confocal acquired micrographs (based on DAPI nuclear staining) were further subcategorized as EPI or PrE cells based on detectable and exclusive NANOG and GATA4 protein expression (confocal images in Figs. 1b, 5 and 6 and graphs in Fig. 1b, c, 5 and 6). Cells not located within blastocyst ICMs that also did not stain for GATA4 and/or NANOG were designated outer/TE cells. In relation to Fig. 5p specifically, ICM cells that were positively stained for both GATA6 and NANOG at E4.5 were designated as uncommitted/unspecified in terms of cell fate, and the population of similarly GATA4- and NANOG-positive ICM cells (primarily resulting from coinhibition and coactivation of p38-MAPK and mTOR, respectively—Fig. 5f) was also recorded. In Fig. 4g, h, cells were designated “outer cells” based on detectable CDX2 (TE marker^48^) expression. The relative levels of H4K16ac-modified chromatin (Fig. 4g) were quantified to determine global chromatin status, and RNA pol II S2p (Fig. 4h) levels were quantified to determine active transcriptional elongation, as described below in the section on fluorescence intensity quantification and statistical analysis. Initial recording and data accumulation were carried out using Microsoft Excel, and further statistical analysis and graphical representations were performed with GraphPad Prism 8. Based on the normality and lognormality comparisons, appropriate statistical tests were used for the compared datasets (summarized in Supplementary Data 2). Unless otherwise stated within individual graphs with specific *P* values (if the differences were statistically nonsignificant), the following significance intervals were recognized: *P* < 0.0001 (****), 0.0001–0.001 (***), 0.001–0.01 (**), and 0.01–0.05 (*). All dot plots represent the total sample size, with the associated means and standard deviation bars provided.

### Fluorescence intensity quantification and statistical analysis

The fluorescence intensity pertaining to OPP incorporation (Fig. 4b) was quantified for the minimum complete confocal *z*-series of each embryo as a whole using Fiji (ImageJ)^98^. The confocal images from the channel pertaining to the 488 nm wavelength were analyzed as follows: Image > Stacks > *Z* Project. The projection-type “Sum Slices” was used to obtain a *Z*-projected image for the entire embryo. The levels of H4K16ac (Fig. 4g) and RNA pol II S2p (Fig. 4h) were quantified as the fluorescence intensity per cell nuclei, and the cells were defined as inner or outer cells based on the absence or presence of CDX2 immunofluorescence, respectively. The measurements for all of the above were set with the command Analyze > Set Measurements, and the following options were chosen: Area, Mean gray value, and Integrated density. Using the “Polygon selections” tool, an area encompassing the *Z*-projected embryo image (for OPP) or individual cell nuclei (for H4K16ac and RNA pol II S2p) was demarcated, and the aforementioned measurements were recorded. The selected area was then moved to encompass an area excluding the embryo or cell nucleus, and background measurements were recorded. This process was continued for all the embryos analyzed under both control and p38-MAPKi conditions, and the results were transferred to a spreadsheet for further calculations. The corrected total cell fluorescence (CTCF), in arbitrary units, was measured for each embryo as follows: CTCF = integrated density – (area of selected cell × mean fluorescence of background readings)^99,100^ (Supplementary Data 1 tabs marked Fig. 4b, g, h). The calculated CTCFs are plotted in scatterplots, with the means and standard deviations marked. The CTCF differences were statistically tested using the Mann–Whitney test, and the results, unless otherwise stated within individual graphs with specific *P* values (if statistically nonsignificant), are marked according to the following significance intervals: *P* < 0.0001 (****), 0.0001–0.001 (***), 0.001–0.01 (**) and 0.01–0.05 (*).

### Blastocyst size and volume calculations

The equatorial areas of blastocoel cavities (Fig. 1d) were calculated by measuring the inner circumference of the centrally located widest *Z*-stack using Fiji (ImageJ)^97^. To compare the volumes of p38-MAPK-inhibited blastocoel cavities with those reported by Ryan et al.^13^, we deduced the volumes from inner circumference measurements. The calculated areas and corresponding volume measurements are tabulated in Supplementary Data 1 (tab marked Fig. 1d). The equatorial area and total volume measurements for whole blastocysts were obtained by similarly measuring the outer circumferences (as reported in Supplementary Fig. 7). The measurements were set with the command Analyze > Set Measurements, and the “Perimeter” option was selected. Using the “Polygon selections” tool, the inner circumference was traced and measured. The radius was deduced from the measured circumference, and that value was used to calculate an approximate equatorial section area (or volume) for all the embryos analyzed under both control and p38-MAPKi conditions. The calculated areas in µm^2^ (or volumes in picoliters (pl)) are plotted in scatterplots, with the means and standard deviations marked. The differences were statistically analyzed using the Mann–Whitney test, and the results, unless otherwise stated within individual graphs with specific *P* values (if statistically nonsignificant), are marked according to the following significance intervals: *P* < 0.0001 (****), 0.0001–0.001 (***), 0.001–0.01 (**), and 0.01–0.05 (*).

### Quantitative real-time PCR (qRT-PCR)

Embryos from each stated experimental condition were collected and immediately processed for RNA extraction and isolation using an ARCTURUS PicoPure RNA Isolation Kit (ThermoFisher Scientific; Cat. No. KIT0204) following the manufacturer’s protocol. The entire eluted volume of total RNA was immediately DNase treated with TURBO DNase (ThermoFisher Scientific; Cat. No. AM2238) according to the manufacturer’s protocol. The whole sample was then subjected to cDNA synthesis using SuperScript III Reverse Transcriptase (ThermoFisher Scientific; Cat. No. 18080044) as directed by the manufacturer with oligo d(T)16 (for Figs. 1f and 6c) (ThermoFisher Scientific; Cat. No. N8080128) or random hexamers (for Fig. 4c, d, f) (ThermoFisher Scientific; Cat. No. SO142), dNTP Mix (ThermoFisher Scientific; Cat. No. R0192) and RNase Inhibitor (ThermoFisher Scientific; Cat. No. N8080119). The synthesized cDNA was diluted as required with nuclease-free water, and 1 µl was used in 10 µl individual final SYBR Green-based qRT-PCR volumes (PCR Biosystems Ltd., London, United Kingdom; Cat. No. PB20.11). A Bio-Rad CFX96 Touch Real-Time PCR Detection System was used for data acquisition with the standard settings, and the initial analysis was performed with the accompanying Bio-Rad CFX Manager software. Triplicate measurements were obtained for each gene (the sequences of the individual oligonucleotide primers used at final concentrations of 300 nM are provided in Supplementary Table 6) from up to three biological replicates that were each technically replicated. The averaged transcript levels of the analyzed genes were determined after internal normalization against *Tbp* or *H2afz* mRNA levels. The raw data were acquired and initially analyzed with CFX Manager and then processed in Microsoft Excel (for biological and technical replicate averaging) and GraphPad Prism 8 (for graphical output). The statistical tests used are detailed in Supplementary Data 2. Unless otherwise stated within individual graphs with specific *P* values (if statistically nonsignificant), the following significance intervals were recognized: *P* < 0.0001 (****), 0.0001–0.001 (***), 0.001–0.01 (**), and 0.01–0.05 (*). The error bars denote the calculated standard deviations.

### Statistics and reproducibility

All statistical tests conducted are detailed in Supplementary Data 2 and results thereof, if not mentioned within respective figures, are detailed in Supplementary Data 1 (see tabs corresponding to respective figures or supplementary figures). The data analyzed was typically from not less than 10 embryos per condition, and are detailed within respective figure legends. Details regarding biological and/or technical replicates are provided within respective methodological sections.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movieo 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA sequencing datasets are available in the GEO database with accession number GSE162233. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD025711.

# Supplementary material for: p38-MAPK-mediated translation regulation during early blastocyst development is required for primitive endoderm differentiation in mice
**Source:** Commun Biol. 2021 Jun 25;4:788. doi: 10.1038/s42003-021-02290-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Video 1

**Description:** Control (DMSO) E3.5 to E4.5 (first set of 16 embryos).

**File name:** Supplementary Video 2

**Description:** Control (DMSO) E3.5 to E4.5 (second set of 16 embryos).

**File name:** Supplementary Video 3

**Description:** Control (DMSO) E3.5 to E4.5 (One representative embryo magnified).

**File name:** Supplementary Video 4

**Description:** p38-MAPKi (SB220025) E3.5 to E4.5 (first set of 16 embryos).

**File name:** Supplementary Video 5

**Description:** p38-MAPKi (SB220025) E3.5 to E4.5 (second set of 16 embryos).

**File name:** Supplementary Video 6

**Description:** p38-MAPKi (SB220025) E3.5 to E4.5 (One representative embryo magnified).

**File name:** Supplementary Data 1

**Description:** Underlying source data corresponding to each figure and supplementary figure.

**File name:** Supplementary Data 2

**Description:** Contains following information:

- p38-MAPK consensus motifs: Putative p38-MAPK consensus motifs and/or reported p38-MAPK interaction for phosphopeptides identified.
- Additional candidate KDs: Additional phosphoproteome candidate knockdown.
- Statistical tests: Statistical tests.

How the deposited data were processed for this re-analysis (not part of the article)

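The mRNA of 12 libraries was analysed, each from a pool of 30 mouse blastocysts cultured from E3.5 with DMSO (control) or 20 µM SB220025 (p38-MAPKi) for 4, 7, or 10 h, with 2 biological replicates in each of the 6 groups. The replicates were read as separate pools. According to the authors, reads were trimmed with Trim Galore! 0.4.1, mapped to GRCm38 with HISAT2 2.0.5, and counted over genes in SeqMonk 1.45.4, and the authors deposited log2 RPKM for 34245 genes. The authors' own test of these libraries was DESeq2 within SeqMonk. A search of the paper and the sample records found no statement on the strand option, the merging of isoforms, or reads that map to more than one place. Every column of values was used.

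A gene without a read holds the value of 0.9 of a read in the deposited table, so the smallest value of each library gives its total. Whole reads were recovered for 34244 genes, all but Gm42418, from the totals and the merged exon lengths of GENCODE M21 genes. Where these gave no whole reads, lengths were searched. The length so found is called transcript length, and it can exceed that of any single transcript. Of the genes that passed the filter in any comparison, 11589 of 11590 (99.99%) were recovered. On simulated tables with known reads, this procedure gave 12 of 12 totals and 98.9% of genes. The depth of a library lay between 11242313 and 24457312 reads, and 12527 genes had no read in any library. The recovered reads were used to describe depth and in the alternatives that need counts, and not in the comparisons reported at the claims.

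Comparisons were made with limma 3.58.1 (lmFit, and eBayes with the trend) in R 4.3.3 on the log2 values as deposited. The comparisons were p38-MAPKi against control in the 4 libraries of each time point, the difference of these effects between time points as an interaction in 8 libraries, the control time points against each other in 4 libraries, and the effect common to the time points in all 12 libraries. Genes were tested when at least 2 of the 4 libraries of a comparison had at least 1 RPKM. The plan had named this limit for values scaled to depth alone, and it was applied to RPKM because this is the deposited unit. Adjusted p-values are those of Benjamini and Hochberg with a threshold of 0.05. For E3.5 + 4 h limma estimated that all genes share the variance of the trend, so that the spread of a single gene did not enter its test. In simulated libraries with the mean and spread of the genes and 200 changed genes, 4-fold changes were called for 93%, 86%, and 99% of genes at E3.5 + 4 h, + 7 h, and + 10 h and 2-fold changes for 61%, 55%, and 93%, with 11.5%, 4.08%, and 13.5% of calls false. With a length trend added to both p38-MAPKi libraries, 30.5%, 16.3%, and 80.5% of calls were false. The Spearman rho of the simulated effect with length was then -0.48, -0.46, and -0.70. In the data it was -0.36, -0.46, and 0.06. The simulated trend at E3.5 + 10 h is thus absent from the data, and 80.5% is no error rate of the calls there.

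Lists of genes were written from gene family membership, the figures, and common markers: the small and large subunits of the cytosolic ribosome, the mitochondrial ribosome, ribosome biogenesis, translation factors, aminoacyl-tRNA synthetases, splicing, complex I, complexes II to IV, the genes of Fig. 3e, other genes the paper names, primitive endoderm, epiblast, and trophectoderm markers, p53 targets, the integrated stress response, immediate early genes, replication-dependent histones, X inactivation, Y-linked genes, and the mitochondrial genome. Of the 21 lists, 18 had at least 5 tested genes and were tested with limma's camera with its preset correlation of 0.01, adjusted over 54 tests. The lists were also compared with 10000 random lists, each gene replaced by one of its 100 nearest genes in transcript length and mean expression. Trends of a library on transcript length or GC content were removed with a loess curve (span 0.5, degree 1). Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used for the rest.

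The groups, comparisons, lists, tests, and thresholds and most alternatives were set before the data were examined. These alternatives were limma without the trend, median centring, quantile normalization, no filter, at least 10 RPKM, pseudocounts of 0.1 and 5, a single fit over 12 libraries, the replicate number as a block, removal of the length or GC trend, thresholds of 0.01 and 0.1, a fold change of at least 1.5, leaving out each library, fry, and an estimated correlation. Count-based tests had been planned for the case of deposited counts or recoverable reads. They were not run, since the deposited unit is log2 RPKM and its limma test was kept as the first choice. Voom on the recovered reads, reads thinned to one depth, counts of unadjusted p-values, an exact test of the lists over label arrangements, and further alternatives for the interactions, control comparisons, and common effect were added after seeing the data.

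Genes are named by a rule. It takes every gene of Fig. 3e and every gene in the list of genes the paper names, every gene called in one direction at all 3 time points (at most 12), and for each time point the 5 largest rises and the 5 largest falls among called genes whose libraries do not overlap and whose mean is above the median of the tested genes. Predicted genes and pseudogenes were passed over. The text says where a gene outside the rule is named. Some genes that the rule takes or that belong to a group of genes described are not reported here. The lists behind Fig. 3b and the clusters of Fig. 3c were not used here, and neither were the proteomic data and the qRT-PCR.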

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

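Of the tests of this part, those of the length trend for the p53 target and histone lists, the exact test of the lists over arrangements of the labels, and the leaving out of single p53 targets were chosen only after the result was seen.

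The effect of p38-MAPKi differed between time points for lists of genes, by a test of the difference itself. The effect at E3.5 + 7 h exceeded that at E3.5 + 10 h by a median log2 of 0.85 for the small and 0.71 for the large subunit of the cytosolic ribosome, 0.61 for complex I, 0.56 for complexes II to IV, 0.62 for the genes of Fig. 3e, and 0.43 for the mitochondrial ribosome. It exceeded that at E3.5 + 4 h by 0.45, 0.38, 0.37, 0.24, 0.32, and 0.13 for these lists. Under median centring and with the length trend removed, each of these differences kept its direction and passed in limma's camera. With an estimated correlation or in fry none of them passed. A length trend between libraries may contribute, but the lower of the medians of the cytosolic ribosomal lists at E3.5 + 7 h was still 0.54 with this trend removed, and that of complex I was 0.45, which excludes it as the whole cause. Of 10000 lists matched on length and mean expression, 0 had a median as high as the ribosomal lists and 0 as high as complex I, which excludes these shared features as the whole cause. Without replicate 1 of p38-MAPKi at E3.5 + 7 h, the library of lowest depth, the lower of the ribosomal medians was 0.65, so this library alone is excluded as well. The medians depended more on replicate 2 of the control at E3.5 + 7 h. Without it they were 0.52 for the small and 0.41 for the large subunit, and 0.19 for the mitochondrial ribosome. The lists of Fig. 3e and of the small subunit share 15 genes and count once. Reads shared with pseudogenes were not tested. A response to the inhibitor that passes with time remains a candidate explanation, which 2 libraries per group cannot separate from differences between pools.

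Further lists differed between E3.5 + 7 h and E3.5 + 10 h, by a median log2 of 0.95 for replication-dependent histones, 0.29 for the integrated stress response (limma's camera, adjusted p = 0.00278), 0.16 for translation factors (adjusted p = 0.000106), 0.0483 for splicing (adjusted p = 0.00692), -0.29 for the genes the paper names (adjusted p = 0.0197), and -0.59 for primitive endoderm markers (adjusted p = 0.00380). The list of genes the paper names shares 5 genes with the primitive endoderm list. The difference of the primitive endoderm list did not pass with the length trend removed (limma's camera, adjusted p = 0.0723). Over all alternatives the adjusted p of this difference lay between 0.00299 and 0.332. The histone difference between E3.5 + 7 h and E3.5 + 10 h was 0.59 with the length trend removed. It did not pass there either (limma's camera, adjusted p = 0.134). Histones also differed between E3.5 + 7 h and E3.5 + 4 h, by 0.98. No biological explanation was tested for these differences.

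Single genes rarely passed. Between E3.5 + 7 h and E3.5 + 4 h, 1 gene differed (Hist1h2ak), and between E3.5 + 7 h and E3.5 + 10 h, 1 gene differed (AC139579.1). Neither count was kept under median centring, where 0 genes passed in each comparison (602 and 2907 at an unadjusted p under 0.05). No biological explanation was tested for these genes.

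A rise of p53 targets is not reported by the paper. The 19 tested genes of the list had median log2 fold changes of 0.46 at E3.5 + 4 h (17 higher, 15 separated upward), 0.28 at E3.5 + 7 h (14 higher, 11 separated upward against 3 downward), and 0.37 at E3.5 + 10 h (18 higher, 16 separated upward), where chance separates 33.3% of genes in either direction. Limma's camera gave adjusted p-values of 4.07e-12, 0.00106, and 1.32e-11, which did not pass in fry or with an estimated correlation. With limma, 4 of these genes were called at E3.5 + 4 h (Btg2, Phlda3, Bbc3, and Plk2), and Phlda3 and Plk2 at the later time points. In the exact test over 216 arrangements of the labels within time points, p was 0.00926, the smallest it can give, and 0.167 after adjustment over the lists. A length trend may contribute, but at least 0.80 of the median was kept at each time point with it removed, and at most 16 of 10000 matched lists had a median as high, so neither is the whole cause. Leaving out 1 library kept at least 0.639 of the median, the lowest being 0.29 at E3.5 + 4 h without p38-MAPKi replicate 1, and leaving out 1 gene kept at least 0.911. The immediate early list shares Btg2 with this list. An activation of p53 by the treatment is a candidate explanation that was not tested further, and an effect of the inhibitor beyond p38-MAPK cannot be separated from it with a single inhibitor.

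The effect common to the time points was a log2 fold change of 0.86 for Phlda3, 1.01 for Plk2, and 0.91 for Txnip, the genes higher at all 3 time points and not discussed by the paper. Over the 12 libraries, limma called 310 genes for the common effect (166 higher and 144 lower). Of 100 splits of the libraries into 6 and 6, among them the grouping of the study, 2 gave at least as many genes, the grouping of the study and 1 other, and the other splits had a median of 0 and a highest number of 2352. Of 100 splits balanced over the time points, only the grouping of the study gave as many, and the highest number of any other was 11.

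The 8 tested replication-dependent histones had a median log2 fold change of 0.81 at E3.5 + 7 h, with 7 higher and 6 separated upward (limma's camera, adjusted p = 0.00602), and between 0.61 and 1.03 with a library left out. The median at E3.5 + 4 h was -0.20, which was 0.27 without control replicate 1 and 0.49 without p38-MAPKi replicate 1, and at E3.5 + 10 h it was -0.03, which was 0.03 with voom. These messages mostly lack a poly(A) tail, so their level may depend on how well the selection excluded them, which was not tested. With the length trend removed, the median at E3.5 + 7 h was 0.38 and no longer passed (limma's camera, adjusted p = 0.208), so the length trend stays open as an explanation for this list, which is small.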

How the results depend on the processing

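Of the tests of this part, voom on recovered reads, reads thinned to one depth, the counts of unadjusted p-values, and the alternatives of length trend and median centring for the interactions, the control comparisons, and the common effect were chosen only after the result was seen. Count-based tests planned for recoverable reads were not run, since the deposited unit is log2 RPKM.

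The numbers of genes called depended on the processing more than any other result. Against the 98 genes called at E3.5 + 4 h, limma without the trend called 11, median centring 0, quantile normalization 0, no filter 0, a filter of at least 10 RPKM 36, a single fit over 12 libraries 0, removal of the length trend 0, removal of the GC trend 0, voom 0, thinned reads 0, a threshold of 0.01 48, and a threshold of 0.1 185. At these settings with 0 calls, between 784 and 1240 genes had an unadjusted p under 0.05, against 1016. Against the 233 called at E3.5 + 7 h, limma without the trend called 0, median centring 0, quantile normalization 12, no filter 0, at least 10 RPKM 947, a pseudocount of 5 647, the single fit 2586, removal of the length trend 0, removal of the GC trend 0, voom 1263, thinned reads 0, a threshold of 0.01 0, and a threshold of 0.1 1673. At these settings with 0 calls, between 2456 and 3622 genes had an unadjusted p under 0.05. Against the 88 called at E3.5 + 10 h, limma without the trend called 9, no filter 0, at least 10 RPKM 166, the single fit 0, voom 475, thinned reads 0, a threshold of 0.01 0, and a threshold of 0.1 516, with between 611 and 2829 genes at an unadjusted p under 0.05 at the settings with 0 calls. The smaller or larger set of tested genes and the threshold itself account for the change under the filters and thresholds, and for the other settings the cause was not tested. The balance of directions moved too. Of the genes called at E3.5 + 7 h, 43.8% were higher, against 33.5% in the single fit, 58.3% with quantile normalization, and 65.0% with the block and the length trend removed. Of those called at E3.5 + 4 h, 68.4% were higher, against 48.7% with the block and the length trend removed and 71.0% with a pseudocount of 5, and at E3.5 + 10 h 42.0%, against 36.7% with at least 10 RPKM and 62.9% with voom. Of the 233 genes, 172 were shared with at least 10 RPKM, 231 with the single fit, and 215 with voom.

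The replicates of different groups share only a number, and their deviations correlated by -0.01, 0.09, and 0.14 between groups. With the replicate number as a block, 2023 genes were called at E3.5 + 7 h and 410 at E3.5 + 10 h, and with the length trend removed as well, 238 at E3.5 + 4 h, 1219 at E3.5 + 7 h, and 451 at E3.5 + 10 h. Under the block alone 15 genes were called at all 3 time points and 142 at more than 1, under the block with the length trend removed 27 and 205. The block called 0 genes in the interaction of E3.5 + 7 h with E3.5 + 4 h (704 at an unadjusted p under 0.05), 0 between the controls of E3.5 + 4 h and E3.5 + 7 h (426), 28 between E3.5 + 7 h and E3.5 + 10 h, 536 between E3.5 + 4 h and E3.5 + 10 h, and 189 for the common effect, or 498 with the length trend removed. The cause was not tested.

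The genes called at all 3 time points, 3 in number, were 0 with limma without the trend, median centring, quantile normalization, no filter, the single fit, the length trend removed, the GC trend removed, voom, thinned reads, or a threshold of 0.01, 8 with at least 10 RPKM, and 25 with a threshold of 0.1, of which 24 were in the same direction. The genes called at more than 1 time point, 29 in number, were 0 with limma without the trend, median centring, no filter, the single fit, the length trend removed, the GC trend removed, thinned reads, or a threshold of 0.01, 1 with quantile normalization, 56 with at least 10 RPKM, 75 with voom, and 181 with a threshold of 0.1. These follow from the calls per time point.

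The interaction of E3.5 + 7 h with E3.5 + 4 h called 0 genes in the single fit, with the length trend removed, and with median centring (between 602 and 1408 at an unadjusted p under 0.05), and that with E3.5 + 10 h called 0 with median centring (2907). Between the controls of E3.5 + 4 h and E3.5 + 7 h, 1 gene was called in the fit over 6 libraries, 0 with the length trend removed (400 at an unadjusted p under 0.05), and 0 with median centring (320). Between those of E3.5 + 7 h and E3.5 + 10 h, 3 were called with the length trend removed and 3 with median centring, and between those of E3.5 + 4 h and E3.5 + 10 h, 14 in the fit over 6 libraries. The common effect was called for 639 genes with the length trend removed and 584 with median centring, against 310. The cause was not tested.

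Of the genes of Fig. 3e at E3.5 + 7 h, of which 1 was called, 0 were called with limma without the trend, median centring, quantile normalization, no filter, the length trend removed, the GC trend removed, thinned reads, or a threshold of 0.01 (between 7 and 16 at an unadjusted p under 0.05), 2 with a pseudocount of 0.1, 3 with a pseudocount of 5, 9 with at least 10 RPKM, 10 with a threshold of 0.1, 12 with the block, 12 with the block and the length trend removed, 13 in the single fit, and 13 with voom. The cause was not tested.

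The direction of the lists at E3.5 + 7 h was more stable than the calls. The camera tests passed for 31 of 54 lists and time points, for 0 with an estimated correlation or in fry, and for 18 against lists matched on length and mean. With an estimated correlation or in fry the medians of the small subunit (0.74), large subunit (0.65), complex I (0.59), and mitochondrial ribosome (0.35) lists did not pass, as the correlation between genes of a list then enters the test. Leaving out 1 library gave from 0.41 to 0.90 for the large subunit, from 0.52 to 0.97 for the small subunit, and from 0.19 to 0.49 for the mitochondrial ribosome. The splicing list at E3.5 + 7 h, with a median of -0.02, was 0.17 with median centring, 0.20 with the length trend removed with or without the block, 0.15 with the GC trend removed, 0.0361 with voom, and from -0.0629 to 0.0759 with a library left out, and with the block it passed at -0.0210. The complexes II to IV list at E3.5 + 4 h (0.17) was -0.00853 with the length trend removed with or without the block and -0.0378 relative to matched lists. The trophectoderm list at E3.5 + 4 h (0.03) was -0.0787 with quantile normalization, -0.0815 with the length trend removed with or without the block, -0.15 with the GC trend removed, -0.0554 with voom, and -0.14 relative to matched lists, and at E3.5 + 7 h (-0.18) it was 0.0113 with median centring. The translation factor list at E3.5 + 7 h (0.06) was -0.0803 with quantile normalization, and the list of Fig. 3e at E3.5 + 10 h (-0.08) was 0.00232 with it. For these reversals the cause was not tested.

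Of 4113 other comparisons for 242 results of named genes, 3595 were labelled the same, 331 became weaker, and 187 became stronger. The sign changed in 152 of those labelled the same, for 53 results, and in none of these did the main value or the alternative pass the threshold. Of 1025 comparisons for 49 results of other lists, 816 were labelled the same, 124 became weaker, 15 became stronger, 58 moved, and 12 reversed. The sign changed in 51 of those labelled the same, for 17 results, 3 of them from a list that had passed, each with a library left out. The depth of 11242313 reads in replicate 1 of p38-MAPKi at E3.5 + 7 h limits what can be said of genes with few reads at this time point.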

Differences from the paper's values

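The paper gives 34 differentially expressed transcripts at E3.5 + 4 h, where 98 genes were called with limma. Of the alternatives set before the data were examined, a filter of at least 10 RPKM (36 genes) and a threshold of 0.01 (48 genes) came within 1.5 times of the paper's number, and the others did not. Voom on the recovered reads, chosen after seeing the values, called 0 (1049 at an unadjusted p under 0.05).

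At E3.5 + 7 h the paper gives 1240 transcripts, and 233 genes were called. A filter of at least 10 RPKM (947), the length trend removed with a block for the replicate number (1219), and a threshold of 0.1 (1673) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. Voom on the recovered reads, chosen after seeing the values, called 1263.

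At E3.5 + 10 h the paper gives 480 transcripts, and 88 genes were called. The block for the replicate number (410), this block with the length trend removed (451), and a threshold of 0.1 (516) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Voom on the recovered reads, chosen after seeing the values, called 475.

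The paper gives 10 transcripts changed at all 3 time points, and 3 genes were called at each. A filter of at least 10 RPKM (8) and the block for the replicate number (15) came within 1.5 times of it, and the other alternatives set before the data were examined did not. With voom on the recovered reads, chosen after seeing the values, 0 genes were called at all 3.

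The paper states that Fgfr1 and Fgfr2 were reduced most at E3.5 + 7 h. Each was lower at E3.5 + 7 h without passing limma's threshold (adjusted p = 0.0636 and 0.0544). Fgfr1 and Fgfr2 passed with at least 10 RPKM, in the fit over 12 libraries, with the block for the replicate number, at a threshold of 0.1, and with voom, which was chosen after seeing the values. Fgfr2 also passed with a pseudocount of 5. With the length trend removed, the log2 fold change of Fgfr2 was -0.43 at E3.5 + 7 h and -0.46 at E3.5 + 4 h.

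The paper states that none of the genes regulated at E3.5 + 7 h changed among the controls. Its list of genes was not used and its test was another, so the statement was not checked on the paper's own genes. Of the genes called here with limma at E3.5 + 7 h, 3 of 228 tested changed between E3.5 + 4 h and E3.5 + 7 h. Between E3.5 + 7 h and E3.5 + 10 h, 0 of 229 changed (20 at an unadjusted p under 0.05). Between E3.5 + 4 h and E3.5 + 10 h, 3 of 229 did. In a single fit over the 6 control libraries, 0, 0, and 1 changed (31, 17, and 50 at an unadjusted p under 0.05), and with the block for the replicate number 0, 0, and 30 (26 and 23 at an unadjusted p under 0.05 in the first and second). With the length trend removed or median centring, both chosen for this comparison after seeing the values, 0 changed in the first comparison (27 and 23 at an unadjusted p under 0.05) and 1 in the third.

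The paper links splicing genes that rose to cluster I and those that fell to cluster III by the order of its sentence. Among the called splicing genes here, those that rose belong to class III and the one that fell to class I.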

Other observations

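Of the tests of this part, the comparison of replicates for their dependence on length and the numbers of unadjusted p-values with the length or GC trend removed were chosen only after the result was seen.

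The effect at E3.5 + 7 h depended on transcript length. Without the ribosomal and respiratory chain lists its Spearman rho with length was still -0.451 across genes, so these short genes are excluded as the cause. Variation between pools may produce such a dependence without any treatment, since the replicates of p38-MAPKi at E3.5 + 4 h differed from each other with a rho of -0.458. RNA degradation, library preparation, and a response of short transcripts were not told apart, and the explanation stays open.

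The number of genes called at E3.5 + 7 h may come in part from depth, length, or GC content, since 0 genes were called with reads thinned to one depth, 0 with the length trend removed, and 0 with the GC trend removed. The calls are too few to decide, as the adjusted p-values lay close to the threshold. The excess of genes with an unadjusted p under 0.05 stayed, with 2822, 2456, and 2911 genes under these settings against 547 by chance, so none of these is the whole cause of the excess.

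A delay of the embryos by the inhibitor may be a biological explanation for the effect at E3.5 + 7 h. The effect correlated with the change of the controls from E3.5 + 4 h to E3.5 + 10 h with a Spearman rho of -0.235 across 10628 genes, as a delay would give (-0.186 with the length trend removed). Of the genes called between these controls, the 23 rising genes also tested at E3.5 + 7 h had a median log2 fold change of 0.02 after p38-MAPKi, against -0.14 for all genes, which a delay would not give, and the 4 falling genes had one of 0.69. At an unadjusted p under 0.05, the 1377 rising genes had a median of -0.23 and the 208 falling genes one of 0.46. Which genes rise or fall in the controls depended on the scaling. Of all genes tested between these controls, 1424 rose and 222 fell at this limit. These numbers were 795 and 1032 with median centring and 712 and 1114 with the length trend removed. The effect and the change of the controls also depend on length, so a delay stays open as an explanation.

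Lineage markers are reported here as values. The 17 tested primitive endoderm markers had a median log2 fold change of -0.42 at E3.5 + 7 h, with 1 higher and 12 separated downward (limma's camera, adjusted p = 0.00979), and of -0.12 with the length trend removed, with which it no longer passed (limma's camera, adjusted p = 0.125). Against lists matched on length and expression it did not pass either (permutation test, adjusted p = 0.355). With limma 1 passed over all genes (Dab2, named after its values were seen), and 3 passed when adjusted over the list alone. Their median at E3.5 + 4 h was -0.22, which was 0.17 without p38-MAPKi replicate 2, and at E3.5 + 10 h 0.04, which was -0.10 without p38-MAPKi replicate 1 and -0.06 without control replicate 2. The 12 tested epiblast markers had a median of -0.19 at E3.5 + 7 h, which was 0.00 with median centring and 0.01 without p38-MAPKi replicate 2 (limma's camera, adjusted p = 0.566). The 17 tested trophectoderm markers had a median of -0.18 (limma's camera, adjusted p = 0.0444). This median was 0.01 with median centring, -0.34 with quantile normalization, and -0.44 without control replicate 2. With the length trend removed it was -0.28 and passed (limma's camera, adjusted p = 0.000707). Against matched lists the trophectoderm list did not pass (permutation test, adjusted p = 0.0540). The list of genes the paper names had a median of -0.41, with 3 of 29 higher (limma's camera, adjusted p = 0.00364), and shares 5 genes with the primitive endoderm, 3 with the epiblast, and 3 with the trophectoderm list.

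The 21 tested genes of the integrated stress response had a median log2 fold change of 0.13 at E3.5 + 7 h (limma's camera, adjusted p = 0.0682), which was -0.03 without a filter, 0.03 without control replicate 1, 0.05 without control replicate 2, 0.32 with median centring, 0.08 with quantile normalization, 0.27 with the length trend removed, and 0.21 with the GC trend removed. Their median at E3.5 + 10 h was -0.14 (limma's camera, adjusted p = 0.0181), which was -0.26 without control replicate 1 and did not pass against matched lists (permutation test, adjusted p = 0.0500). The 16 immediate early genes had a median of -0.40 at E3.5 + 7 h, with 6 higher (limma's camera, adjusted p = 0.456). This median was -0.26 without p38-MAPKi replicate 2. Against matched lists the immediate early list passed at E3.5 + 4 h and E3.5 + 7 h (permutation test, adjusted p = 0.00154 and 0.0223). It did not pass at E3.5 + 10 h (adjusted p = 0.0550). In the exact test over label arrangements, the immediate early list had p = 0.0278, or 0.250 after adjustment.

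Xist held 39.7 ± 1.57 RPKM in the control and 19.1 ± 2.04 RPKM after p38-MAPKi at E3.5 + 4 h (SD, n = 2; limma log2 fold change -1.06, adjusted p = 0.000136). Its log2 fold change at E3.5 + 7 h was -0.70, or -0.05 with the length trend removed, and at E3.5 + 10 h it was 0.43. The Y-linked Eif2s3y changed by 0.44, -0.56, and -0.13 and Ddx3y by 0.35, -0.52, and -0.27, none past the threshold of limma. The X inactivation list held 1 gene and the Y-linked list 4, and the mitochondrial genome was not in the table, so these lists were not tested. The share of female embryos per pool is not known.

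In the control, Mapk13 held 11.4, 11.3, and 12.3 RPKM and Mapk14 24.2, 25.9, and 26.7 RPKM at the successive time points. Nanog held 136, 121, and 109 RPKM and Gata4 1.50, 1.81, and 3.10 RPKM, against 1.73, 1.15, and 1.85 RPKM of Gata4 after p38-MAPKi. The log2 fold change of Gata4 at E3.5 + 10 h was -0.70 (limma, adjusted p = 0.197), and that of Gata6 at E3.5 + 7 h was -0.47 (limma, adjusted p = 0.143). The log2 fold changes of Aqp3 were 0.14, -0.18, and 0.33.

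Gm42418 held 4.64% of the reads of replicate 1 of the control at E3.5 + 4 h, against 0.367% to 1.35% in the other libraries, and Lars2 was high in the same library.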
